# *Tfam* Knockdown Results in Reduction of mtDNA Copy Number, OXPHOS Deficiency and Abnormalities in Zebrafish Embryos

**DOI:** 10.3389/fcell.2020.00381

**Published:** 2020-06-12

**Authors:** Auke B. C. Otten, Rick Kamps, Patrick Lindsey, Mike Gerards, Hélène Pendeville-Samain, Marc Muller, Florence H. J. van Tienen, Hubert J. M. Smeets

**Keywords:** mtDNA bottleneck, zebrafish embryogenesis, OXPHOS deficiency, transcriptomics, TFAM, mitochondria

## Abstract

High mitochondrial DNA (mtDNA) copy numbers are essential for oogenesis and embryogenesis and correlate with fertility of oocytes and viability of embryos. To understand the pathology and mechanisms associated with low mtDNA copy numbers, we knocked down mitochondrial transcription factor A (*tfam*), a regulator of mtDNA replication, during early zebrafish development. Reduction of *tfam* using a splice-modifying morpholino (MO) resulted in a 42 ± 17% decrease in mtDNA copy number in embryos at 4 days post fertilization. Morphant embryos displayed abnormal development of the eye, brain, heart, and muscle, as well as a 50 ± 22% decrease in ATP production. Transcriptome analysis revealed a decrease in protein-encoding transcripts from the heavy strand of the mtDNA, and down-regulation of genes involved in haem production and the metabolism of metabolites, which appear to trigger increased rRNA and tRNA synthesis in the nucleoli. However, this stress or compensatory response appears to fall short as pathology emerges and expression of genes related to eye development are severely down-regulated. Taken together, this study highlights the importance of sufficient mtDNA copies for early zebrafish development. Zebrafish is an excellent model to manipulate the mtDNA bottleneck and study its effect on embryogenesis rapidly and in large numbers of offspring.

## Introduction

Mitochondria are responsible for producing the majority of cellular energy in the form of ATP. Depending on the tissue type and energy requirement, a cell can contain up to thousands of mitochondria, each having multiple copies of mitochondrial DNA (mtDNA). Of all cell-types, mtDNA copy numbers are the highest in oocytes, ranging between 100,000 and 400,000 copies in mammals, such as rodents, cows and humans, and up to 16.5 million copies in zebrafish (Otten and Smeets, 2015). The high mtDNA copy number in oocytes is established by an initial reduction during embryogenesis, called the mitochondrial bottleneck, followed by clonal expansion of the mtDNA during oogenesis appears to be important for successful fertilization and embryogenesis (Santos et al., 2006). In mice, the oocyte mtDNA copy number should be sufficient for normal development until implantation at day 4, and it has been demonstrated that oocytes with less than 50,000 mtDNA copies fail to resume development after implantation (Ebert et al., 1988; Wai et al., 2010). This negative correlation between mtDNA copy number and developmental competence of embryos has also been suggested for human oocytes (Yamamoto et al., 2010).

Mitochondrial transcription factor A (TFAM), a protein of the high mobility group box-family, is a key activator of mtDNA replication and transcription (Parisi et al., 1993) and is crucial for the regulation of mtDNA copy number (Larsson et al., 1998). A direct relation between the mtDNA copy number and the total TFAM protein level has been demonstrated in mice embryos with a heterozygous or homozygous disruption of the *Tfam* gene (Ekstrand et al., 2004). Homozygous TFAM knockout (KO) mouse embryos displayed a strong mtDNA depletion with severely reduced functioning of the electron transport chain (ETC) and died after gastrulation and implantation, while heterozygous KO TFAM mice had moderately reduced mtDNA levels and respiratory chain deficiency, which was strongest in the developing heart (Larsson et al., 1998). These studies demonstrated the importance of a sufficient mtDNA copy number during oogenesis and embryogenesis, but the mechanism by which a reduced mtDNA copy number affects embryogenesis is currently unknown.

Studying embryonic development in zebrafish overcomes ethical and practical obstacles associated with the use of human or mouse embryos. Zebrafish are vertebrates, >70% of human genes have at least one zebrafish orthologue, and the major tissues and organs are the same. Zebrafish are transparent during early development and have a high number of offspring. Organs develop within 5 days post fertilization and gene knockdown during early embryogenesis can be performed by injection of morpholino antisense oligonucleotides (MOs) (Pauli et al., 2015). Previously, we showed that the mitochondrial bottleneck during early development is highly conserved between zebrafish and mammals (Otten et al., 2016). In addition, the zebrafish *Tfam* protein is functionally homologous to its human counterpart and is expressed ubiquitously from the earliest stages of development (Artuso et al., 2012). In this study, we performed *tfam* knockdown during zebrafish embryogenesis in order to reduce the mtDNA copy number during early development. In this way, we created an animal model with a tuneable mtDNA bottleneck, which allows us to assess the effect of differences in mtDNA copy number on OXPHOS function and embryonic development and to determine the underlying mechanisms.

## Materials and Methods

### Zebrafish Maintenance and Procedures

Zebrafish (*Danio rerio*) were housed and raised in the zebrafish facility of the University of Liège as described before (Larbuisson et al., 2013). To retrieve eggs, wild-type adult male and female zebrafish were separated within the same breeding tank by a plastic divider the day before breeding. This separation was removed the next day after the light was turned on in order to allow natural mating and eggs were collected after spawning. Eggs were collected in Petri dishes containing 1× E3 medium for zebrafish at 28°C (580 mg/l NaCl, 27 mg/l KCl, 97 mg/l CaCl_2_⋅2H_2_O, 163 mg/l MgCl_2_⋅6H_2_O and 0.0001% methylene blue (Sigma-Aldrich), pH 7.2) (Larbuisson et al., 2013). Embryos were microscopically staged according to the embryonic development as described before (Kimmel et al., 1995). Unless stated otherwise, all reagents used in this study were obtained from Thermo Fisher Scientific.

### Tfam Knockdown Experiments

Antisense morpholino oligonucleotides (MO) were purchased from Gene Tools and micro-injected into one or two-cell stage embryos. A splice modifying MO was used, targeting the boundary of exon 2 and intron 2–3 of the zebrafish *tfam* gene (Ensemble: ENSDART00000092009, *tfam* splice-MO: 5′-CGGCAGATGGAAATTTACCAGGATT-3 ′). For controlling the effect of the MO injection, an equal concentration of a standard control-morpholino (Ctrl-MO: 5′-CCTCTTACCTCAGTTACAATTTATA-3′) was used in separate embryos of the same batch during each experiment. All MOs were dissolved in 1× Danieau buffer (58 mM NaCl, 0.7 mM KCl, 0.4 mM MgSO_4_, 0.6 mM Ca(NO_3_)_2_, and 5.0 mM HEPES pH 7.6) and 0.5% rhodamine dextran (Thermo Fisher) was added to the MO solution upon injection. At 1 hpf, 1 nl was injected into each embryo using microinjection (Bill et al., 2009). The next day, distribution of the rhodamine dextran dye was checked using fluorescence stereomicroscopy to verify proper injections. Only those embryos in which the rhodamine dextran dye was visible were used for follow-up investigations.

### Quantitative and Qualitative Analysis of Tfam RNA

Total RNA of 2–4 dpf zebrafish embryos was extracted using Trizol reagent and purified using the RNeasy Mini Kit (Qiagen), according to manufacturer’s instructions. cDNA synthesis was performed with 500 ng RNA in the presence of first strand buffer, 0.75 μg oligo-dT, 0.75 μg random hexamer-primer, 50 nmol dNTPs (GE Healthcare Life Sciences), 1 U RNAse inhibitor (RNAsin, Promega) and 5 U reverse transcriptase for 60′ at 42°C, followed by 5′ at 95°C. The effect on *tfam* splicing was assessed using RT-PCR amplification of 25 ng cDNA in a PCR mix contained under standard conditions, using 0.6 μM forward primer, 0.6 μM reverse primer (Supplementary Table S1). PCR conditions were 5′ denaturation at 94°C, 35 cycles of 1′ at 94°C, 1′ at 58°C and 1,5′ at 72°C, followed by 7′ at 72°C. The PCR product was sequenced by conventional Sanger sequencing. *tfam* gene expression was quantified by comparing the RNA expression ratio of *Tfam* RNA to *18S* RNA. Per reaction, 2.5 ng cDNA was amplified in a 10 μl reaction containing 1× Sensimix Sybr Hi-Rox reagents (Bioline) and 375 nM of both forward and reverse primer (Supplementary Table S1). Real-time PCR was performed on an ABI7900HT using the following settings: 10′ 95°C, 40 cycles of 15” 95°C and 1′ 60°C. The statistical analysis was performed by a Student’s *t*-test. *p*-values < 0.05 were considered significant.

### Quantification of mtDNA Copy Number

To determine mtDNA copy number, embryos were individually collected in sterile tubes and directly frozen without water. For DNA isolation, embryos were thawed and lysed for 4 h at 55°C in lysis buffer containing 75 mM NaCl, 50 mM EDTA, 20 mM HEPES, 0.4% SDS and 200 μg proteinase K (Sigma) while vortexing repeatedly. DNA precipitation was performed overnight at −20°C after adding 420 μl isopropanol. Following centrifugation, the DNA pellet was washed with 70% ethanol and dissolved in Tris-EDTA buffer. The relative mtDNA abundance was quantified by measuring the steady-state amount of mitochondrial ND1 and nuclear B2M. Per reaction, 20 ng DNA was used in a 10 μl reaction containing 1× Sensimix Sybr Hi-Rox reagents (Bioline) and 375 nM of both forward and reverse primer (Supplementary Table S1). Real-time quantification was performed on an ABI7900HT as described before. Statistical analysis was carried out using one-way analysis of variance (ANOVA) followed by the Bonferroni multiple comparisons test. *P*-values < 0.05 were considered significant.

### Imaging of Zebrafish Embryos

Zebrafish embryos were fixed at 4°C with paraformaldehyde for 4 h and standard paraffin serial sections of 4 μm thickness were prepared for immunostaining and hematoxylin-eosin (HE)-staining. Immunohistochemistry was performed following a microwave heat-induced antigen retrieval step for four times 5′ at 650 Watt (in Tris-EDTA, pH = 9.0) and was analyzed with the Dako REALTM EnVisionTM Detection System, Peroxidase/DAB, Rabbit/Mouse, using a Dako automated immunostaining instrument and protocols according to the manufacturer (Agilent, Santa Clara). Antibodies and conditions used are listed in Supplementary Table S1. HE-staining was performed to reveal the underlying embryonic structures. Paraffin slides were embedded in Entellan (Merck) and protected by cover slips (Knittel Glass). Microscopic images were taken by using the Nikon Eclipse E80 Imaging System (Nikon) at different magnifications. The orientation of fish was determined according to the Zebrafish Bio-Atlas^1^ (Cheng, 2004, 8 August).

### Oxygen Consumption Rate

At 4 dpf, chorion-free living fish embryos with a heartbeat and active swimming behavior upon touching were selected and collected individually. The oxygen consumption rate (OCR) (pmol/minute) was measured every minute for 15 min in a Seahorse XF24 system (Agilent/Seahorse Biosciences), according to the islet protocol of the manufacturer with 2 fish per well of a 24-well plate. Five minutes after starting the assay, 80 μM of Oligomycin (Sigma-Aldrich) was added and 60 μM for Antimycin & Rotenone (Sigma-Aldrich) in the injecting assay medium (1× E3 medium) was added 10 min after start. The OCR level at basal respiration (pmol/min) was calculated using the OCR values at the start respiration level (time-point 5 min) minus antimycin/rotenone (AMA) level at time-point 10 min. Maximal ATP production (pmol/min) was determined as start respiration level minus oligomycin (OMY) level at time-point 15 min. The statistical analysis was performed by a Student’s *t*-test. *p*-values < 0.05 were considered significant.

### Gene Expression and Pathway Analysis

For gene expression studies, *tfam* splice-MO and control-MO injected embryos and non-injected control embryos at 4 dpf, were individually collected in sterile tubes. Selection criteria were the same as for the OCR measurements. RNA from single embryos was isolated using the MagMax-96 for microarray kit (Ambion) and 200 ng RNA was labeled (Cyanine 3-CTP and Cyanine 5-CTP), fragmented and hybridized using the Low Input Quick Amp Labeling Kit, Two-colour (Ambion), according to manufacturer’s instructions. After labeling, amplified cRNA samples were purified using the RNeasy Mini kit (Qiagen) and Cyanine 3 and Cyanine 5 dye concentration, RNA absorbance ratio (260/280 nm) and cRNA concentration were quantified using the nanodrop 2000C (Thermo Fisher Scientific). Only samples with a yield > 0.825 μg and a specific dye activity >6.0 pmol/μg were used for fragmentation and hybridization. For fragmentation, 825 ng labeled cRNA was used and the final volume was adjusted to 41.8 μl with RNAse-free water, followed by the hybridization procedure, as described by the manufacturer (Ambion). Dye-swap hybridizations (2+2) were performed on microarray slides (4×44K zebrafish V3, Agilent) using gasket slides and a hybridization chamber and incubated for 17 h at 65°C and 10 rpm in the hybridization oven (Agilent Technologies). Slides were washed with Triton X-102, freshly added to the Wash Buffers. Microarray slides were scanned using a DNA Microarray scanner with *Surescan* High-Resolution Technology (Model 2565CA, Agilent). All microarray data is deposited in the GEO database, accession GSE146696.

The arrays contained 45,220 probes. Each probe identifier was transformed to Ensembl gene IDs (ENSDARG). This resulted in 36,156 probes containing a non-empty transcript ID of which 19,459 were unique transcripts and kept for the analysis. All transcripts were analyzed using a multivariate Gaussian linear regression MVN(μ, Σ) where μ is the mean, Σ is the covariance matrix $\left(\begin{array}{cccc} \sigma^{2}+\delta & \delta & \cdots & \delta \\ \delta & \ddots & \ddots & \vdots \\ \vdots & \ddots & \ddots & \delta \\ \delta & \cdots & \delta & \sigma^{2}+\delta \end{array}\right),\sigma^{2}$ is the variance, and δ is both the extra component of variance across subjects and the common covariance among responses on the same subject) including slide differences (Slide), dye swap (Dye), background level (Bg), injection (Inj), and a random effect. The inference criterion used for comparing the models is their ability to predict the observed data, i.e., models are compared directly through their minimized minus log-likelihood. When the numbers of parameters in models differ, they are penalized by adding the number of estimated parameters, a form of the Akaike information criterion (Akaike, 1973). For each transcript, a model containing the relevant covariates mentioned above (E(*y*) = Slide + Dye + Bg + Inj) was fitted in order to obtain a reference AIC. Then a model containing the treatment group (Trt) was fitted (E(*y*) = Slide + Dye + Bg + Inj + Inj:Trt). The transcript under consideration was found to be differentially expressed if the AIC of this second model decreased compared to the model not containing the treatment. These statistical analysis were performed using the freely available program R (Ihaka, 1996) and the publicly available libraries “rmutil” and “growth” (Lindsey, 1999). An unbiased Gene-ontology analysis and visualization of microarray data on biological pathways was performed using PANTHER (Protein Analysis THrough Evolutionary Relationships) with the *D. rerio* (Dr_Derby_Ensembl_80) gene product/protein database (Thomas et al., 2003; Mi et al., 2017). Differentially expressed genes (DEGs) were mapped to unique Entrez Gene IDs and to Gene Ontology (GO) classes, using the PANTHER Overrepresentation Test (Released 2018-02-03) enrichment method of PANTHER version 13.1.

## Results

### Tfam Knockdown Results in Decreased mtDNA Content and Mitochondrial ATP Production

To establish decreased mtDNA copy number, we microinjected an antisense splice-MO targeting *tfam*-mRNA in zebrafish embryos. Using RT-PCR and Sanger sequencing of cDNA from *tfam* splice-MO-injected 4 dpf embryos (*n* = 6/group), we showed that the *tfam* splice-MO causes a 128 base-pair deletion of exon 2 (c.84_211del), predicted to cause a frameshift and a premature stop codon (p.(Cys29Hisfs^∗^36)) (Figure 1A and Supplementary Figure S1). Quantitative PCR analysis of *tfam* exon 5 and exon 6–7 showed, respectively, 59 ± 2% and 60 ± 5% decrease in expression in *tfam* splice-MO injected embryos at day 4 (mean ± SD, *n* = 6/group). qPCR analysis of *tfam* exon 2 expression showed a reduction of 80 ± 3% at day 4 in zebrafish (*n* = 6/group) injected with 2 ng *tfam* splice-MO compared to the Ctrl-MO (Supplementary Figure S2). This indicates that ∼60% of *tfam* RNA is subjected to nonsense-mediated decay and that of the residual ∼40% *tfam* RNA, only half is exon 2-containing wild-type RNA (only 20% of normal *tfam* amount). Next, we assessed the mtDNA copy number in non-injected, Ctrl-MO injected and *tfam* splice-MO injected embryos (*n* = 20 in each 2 ng group, and *n* = 16 in each 4 ng group). At 4 dpf, a significant, 42 ± 17% (mean ± SD) decrease in the mtDNA copy number was observed in embryos injected with either 2 ng or 4 ng *tfam* splice-MO (Figure 1B). In contrast, no significant differences in mtDNA copy number were apparent between groups at 2 dpf (Supplementary Figure S3). To assess if decreased mtDNA copy number also affected mitochondrial capacity, we measured the OCR at 4 dpf. As shown in Figure 1C, both the OCR of the basal respiration and the ATP production were significantly decreased in the 2 ng *tfam* splice-MO treated zebrafish (*n* = 10) compared with the 2 ng control-MO treated group (*n* = 9) (*p* < 0.05) by respectively, 40 ± 25 and 50 ± 22% (mean ± SD).

**FIGURE 1:**
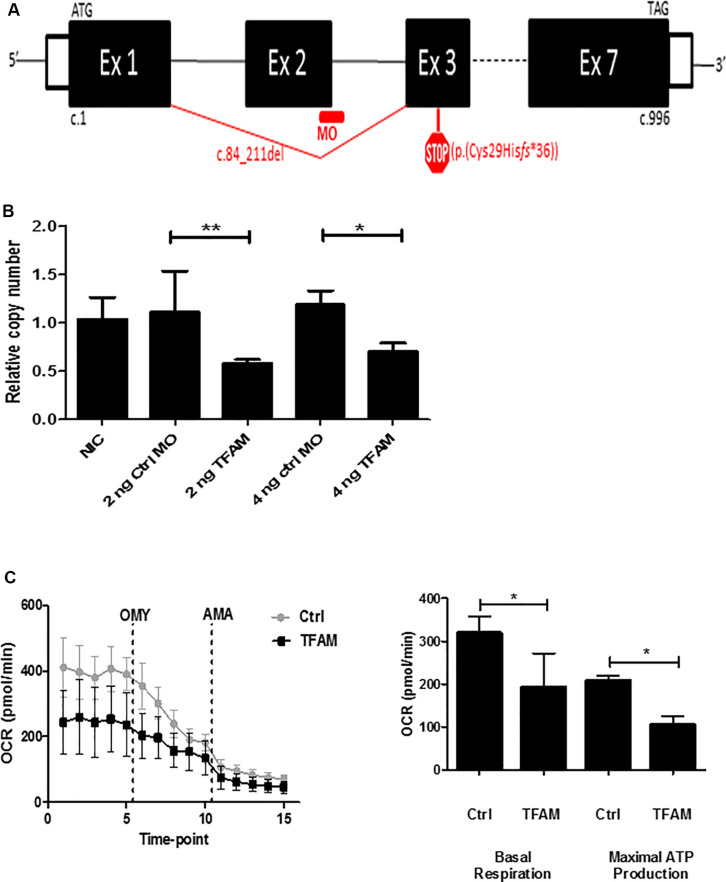
Knockdown of TFAM in zebrafish embryos. Zebrafish embryos injected with indicated amount of either Control-morpholino (Ctrl-MO) or *tfam* splice-morpholino *tfam* splice-MO at 1 hpf and analyzed at 4 dpf. **(A)** *tfam* splice-morpholino (MO) at the 3′ splice site of exon 2 causes deletion of exon 2, which predicts a frame-shift and premature stop codon (p.(Cys29Hisfs*36)) (figure is not on scale). **(B)** The relative copy number assessed by mitochondrial ND1/nuclear B2M ratio. Data are normalized to the NIC embryos (*n* = 7). Bars indicate mean values with SD, *n* = 20 per 2 ng injected condition and *n* = 16 per 4 ng injected condition. *P-*values are calculated using ANOVA followed by Bonferroni’s Multiple Comparison Test to assess copy number, *P-value < 0.05, **P-value < 0.01. **(C)** The oxygen consumption rate (OCR) measured by Seahorse XF24 in order to assess basal respiration and maximal ATP production capacity at 4 dpf using 2 ng MO. The statistical analysis was performed by using a student *t*-test (*P* < 0.05), *n* = 10 per *tfam* splice-MO condition and *n* = 9 per Ctrl-MO condition.

### Decreased mtDNA Copy Number Causes Brain, Eye, Heart, and Muscle Abnormalities

At 4 dpf, morphant embryos displayed morphological abnormalities compared to control embryos. The macroscopic phenotype included overall oedema, curved tails, necrotized yolk sacs and small eyes (Supplementary Figure S4). Fish injected with 4 ng *tfam* splice-MO were more severely affected than 2 ng *tfam* splice-MO (*n* = 100 injected per condition), as they had a higher count for oedema, curved tails, necrotized yolk sac, small eyes, and developmental delay. The percentage of dead embryos was <1% when injecting 2 or 4 ng of *tfam MO-*injections at 4 dpf (Supplementary Figure S4). In contrast, injection of 6 ng of *tfam* splice-MO showed >70% of embryonic lethality due to severe developmental complications. Macroscopic inspection of *tfam* splice-MO injected embryos showed that all observed pathologies manifested at 3 or 4 dpf, whereas development was apparently normal at 2 dpf. These morphological changes parallel the decrease in mtDNA copy number that is observed at 4 dpf, but not at 2 dpf (Figure 1B and Supplementary Figure S3). Since the decrease in mtDNA content was comparable with 4 ng *tfam* splice-MO, the dosage of 2 ng *tfam* splice-MO was used in all following experiments, reducing the risk of non-specific observations.

Microscopic evaluation of zebrafish (*n* = 13 per condition) with reduced mtDNA copy number using 2 ng *tfam* splice-MO showed impaired development compared to control embryos (Figure 2). Brain size was decreased with no or less well-developed cerebellum (Figure 2B), and the eyes were smaller and the different layers were less-well organized compared to controls (Figure 2D). Also, the organization of the myotomic area was less compact with the skeletal muscle fibres being thinner and disorganized (Figure 2F). Finally, morphant fish displayed marked pericardial oedema, alongside with a dilated non-looped heart (Figure 2H).

**FIGURE 2:**
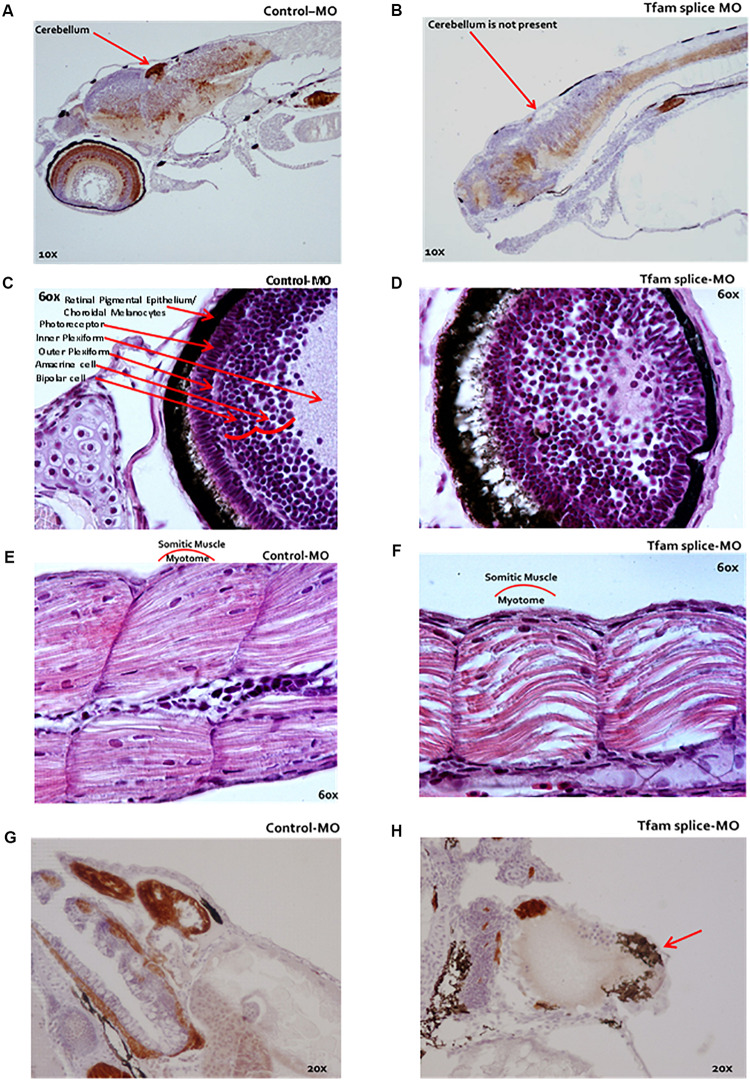
Microscopy of zebrafish embryos following TFAM knockdown. **(A–H)** Microscopic analysis following serial HE-staining of zebrafish embryos at 4 dpf, which were injected at 1 hpf with either 2 ng *tfam* splice-MO **(B–E)** or 2 ng Ctrl-MO, **(A,C,E,G)** *n* = 13 each condition. **(B)** The cerebellum was missing in the phenotype or a delayed development of this cerebellum in these fish**. (D)** The eyes were smaller and the eye layers were less developed. **(F)** A muscle phenotype was clearly visible in the dorsal fin, especially in the myotomic area, which was less compact in these somatic muscles. **(H)** The fish displayed a marked pericardial oedema (red arrow). They did not develop a normally looped heart as in Ctrl-MO **(G)**, but the hearts were dilated in the phenotypes **(H)**.

### Genes and Pathways Altered by Tfam Knockdown

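The tfam transcript was lower in the tfam splice-MO embryo than in its Ctrl-MO partner in 10 of 12 pairs, with a mean log2 ratio of -0.25 (standard error 0.08, n = 12 pairs, adjusted p = 0.0367 from limma). This is a fold of 0.842, and the pairs lay between -0.94 and 0.04. Its signal was well above background in 21 of 24 tfam splice-MO channels and in 23 of 24 Ctrl-MO channels. The array holds 1 probe for tfam, and the files do not state its exon, so it is not known to measure the skipped exon. The paper's qPCR found decreases of 59% for exon 5 and 60% for exons 6 to 7, which are not skipped. A position outside the skipped exon therefore does not by itself account for the smaller decrease on the array. Against the non-injected embryos, tfam had a log2 ratio of 0.15 in the Ctrl-MO embryos (adjusted p = 0.0731) and of -0.07 in the tfam splice-MO embryos (adjusted p = 0.492). RNA of single whole embryos was labelled with Cy3 or Cy5, and each Agilent zebrafish array held the RNA of 2 embryos, either tfam splice-MO with Ctrl-MO or Ctrl-MO with non-injected. Each pair of embryos was hybridised on 2 arrays with the dyes exchanged, which gave 12 pairs in either comparison on 48 arrays. The log2 ratios of the 2 arrays of a pair, taken as Cy5 over Cy3, correlated from -0.92 to -0.11 in the first comparison and from -0.84 to -0.30 in the second, with the sign that an exchange of dyes gives. The authors deposited scanner intensities, which were corrected for background and for dye within each array, and the 2 ratios of a pair were averaged. The 12 pairs were hybridised in 6 slide pairs, each with 2 pairs of embryos, and the 2 pairs of 1 slide pair were scanned in an earlier session with dimmer signals. With the slide pair as a block, tfam had an adjusted p of 0.0371 (limma). Its log2 ratio cannot change in that fit, since each slide pair holds 2 pairs. The tfam ratio was below 0 in 6 of 6 slide pairs, at -0.06 in the earlier session and -0.29 in the later one. An offset of 50 was added to each corrected signal, which makes ratios of dim spots smaller. The sizes in the dimmer earlier session and the later one are therefore not directly comparable. The tfam ratio did not pass the test when the 2 embryos of a pair were taken as unpaired, at -0.10 (adjusted p = 0.819), in the arrays with tfam splice-MO in Cy5, at -0.18 (adjusted p = 0.183), or with median centring, at -0.18 (adjusted p = 0.318). The unpaired setting also scales separate channels and takes each Ctrl-MO embryo over its arrays of both comparisons, so it changes more than the pairing. The ratios of 1 pair of embryos, here named pair G, had a correlation of -0.14 across genes with the mean of the other pairs, against 0.64 to 0.77 for each of the others.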

To characterize the underlying pathogenic processes due to *tfam* knockdown and subsequent decrease in mtDNA copy number, we compared global gene expression profiles at 4 dpf of zebrafish injected with 2 ng of either *tfam* splice-MO (*n* = 12) or Ctrl-MO (*n* = 12). 

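Injection of the control morpholino was followed by lower transcripts of digestive enzymes, and the genes that rose most include 2 that encode ferritin chains and 1 that encodes a metallothionein. In Ctrl-MO against non-injected embryos, the 5 lowest genes with the same sign in all 9 non-injected embryos were ctrb.2 at -2.82, ela2l at -2.75, ela2 at -2.54, a gene named cell at -2.13 and chia.2 at -2.03 on the log2 scale. The genes ctrb.2, ela2l and ela2 encode digestive proteases of the pancreas, and chia.2 an acidic chitinase. The 5 highest were fthl31 at 2.30 and fthl27 at 1.78, which encode ferritin chains, mt2 at 2.06, a metallothionein, cyp1a at 1.84, a cytochrome P450 induced by xenobiotics, and soul5 at 1.83. Their standard errors lay between 0.11 and 0.39 and their adjusted p-values from limma between 5.92e-05 and 0.00378 (n = 9 non-injected embryos). Of 17 exocrine pancreas enzymes, 15 fell (16 adjusted over the list alone), with a median log2 ratio of -1.52 and -1.99 to -0.38 within the 6 slide pairs (camera, adjusted p = 7.46e-10, and adjusted p = 0.339 with an estimated correlation). Of 14 genes of the intestinal epithelium, 9 fell (10 lower and 1 higher adjusted over the list alone), with a median of -0.80 and -1.08 to -0.07 within slide pairs (camera, adjusted p = 4.57e-06, and adjusted p = 0.255 with an estimated correlation). Of 21 liver secretory proteins, 11 fell (12 adjusted over the list alone), with a median of -0.53 and -0.91 to 0.04 within slide pairs (camera, adjusted p = 1.08e-05, and adjusted p = 0.374 with an estimated correlation). Of 25 genes of peroxide and glutathione metabolism, 10 rose and 2 fell (the same adjusted over the list alone), with a median of 0.15 and -0.01 to 0.36 within slide pairs (camera, adjusted p = 0.00556, and adjusted p = 0.409 with an estimated correlation). Of 32 genes of cell proliferation, 11 fell (17 adjusted over the list alone), with a median of -0.15 and -0.28 to -0.08 within slide pairs (camera, adjusted p = 3.35e-06, and adjusted p = 0.255 with an estimated correlation). In all, 1,822 genes rose and 1,639 fell of 17,141 tested, and 124 and 305 of these passed folds of at least 1.50 or at most 0.67. Because 2 non-injected embryos served in several pairs, pairs that share one were averaged, so that n = 9; 4,137 genes passed over the 12 pairs not averaged, with the slide pair as a block. Of the 40 gene lists tested, 9 were shifted up and 14 down; with an estimated correlation camera called 0 of them, 6 had an unadjusted p under 0.05, and the smallest adjusted p was 0.255. With median centring in place of loess, 1,207 genes passed, of which 32.9% were higher, against 52.6% with loess.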

A group of non-injected control zebrafish was also included (*n* = 9) to control for the injection effect in the microarray analysis and allow identification of transcripts altered in the *tfam* splice-MO zebrafish compared with the Ctrl-MO zebrafish. A total of 19,459 transcripts were present on the array (Supplementary Table S2), of which 16,631 (85.5%) had a signal intensity higher than twice the background signal in both conditions or a signal that was at least three times higher than the background signal in either the group of *tfam* splice-MO zebrafish or the group of Ctrl-MO zebrafish. Of these, 3,158 transcripts (19.3%) were differentially expressed between the two groups with a fold change (FC) >50%. 

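By the scanner's own mark most genes had signals well above background, and all 8 heavy-strand mtDNA transcripts and the 10 RNA exosome genes were among those tested. With the criterion of group means of signal over background above 2 in both groups or at least 3 in either, 19,458 of the 19,459 genes in the authors' table passed, and with group medians in place of means 15,752 passed. The group means include the 3 very bright arrays described below, so passing on them does not by itself show an adequate signal. By the scanner's own mark of a spot well above background, required on both channels of at least 50% of the arrays, 16,351 passed. The cytochrome P450 genes cyp2k18 and cyp2k6 were not well above background in either group, and no fold is given for them. The median signal over background of a channel ranged from 1.16 to 190 in tfam splice-MO embryos, with a median of 4.49, and had a median of 3.76 in Ctrl-MO embryos, with 1.76 as the median of the 16 channels of the earlier scan session. In 3 arrays, 1 each of 3 pairs of tfam splice-MO and Ctrl-MO embryos, the signal was 6.32 to 69.7 times the median over arrays. A further 342 genes outside the authors' table were named through the accession of their probe.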

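In the tfam splice-MO embryos 2,619 genes rose and 2,412 fell against Ctrl-MO embryos, among 19,800 tested (limma, adjusted p under 0.05, n = 12 pairs). The larger changes were mostly decreases, and with folds of at least 1.50 or at most 0.67, 270 genes were higher and 604 lower. Against non-injected embryos, through the Ctrl-MO embryo that both arrays share, 3,500 genes rose and 3,429 fell of 19,762 tested (n = 9). With the slide pair as a block, 4,735 genes passed in the first of these comparisons and 7,627 in the second, the latter over 12 pairs of which several share a non-injected embryo, and without the earlier scan session 4,362 passed in the first. The share of higher genes moved with the scaling. It was 52.1% with loess and 61.7% of 2,329 genes with median centring, and was 38.0% of 2,461 genes with the embryos unpaired. At the folds it was 30.9% with loess, 53.9% with median centring and 41.0% of 3,190 genes with the scanner software's processed signals. In the model choice that the methods describe, which has a term for the slide and none for the array, 85.6% of 10,878 genes were higher, over a median log2 effect of 0.29 for all genes, and 77.5% of 2,991 at the folds.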

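Of the genes that moved in the same direction in every pair, those that fell most were of photoreceptors, and those that rose most included several histone genes. Among genes past the threshold with the same sign in all 12 pairs, the highest was rps27l, a ribosomal protein gene induced by p53, with a fold of 4.30 and a log2 ratio of 2.1 (standard error 0.17, adjusted p = 6.12e-05). It was followed by atf5b, a transcription factor of the stress response, at 1.40 (standard error 0.20, adjusted p = 0.000777), timp2b, an inhibitor of metalloproteinases, at 1.38 (standard error 0.40, adjusted p = 0.0242), and socs3b, an inhibitor of cytokine signalling, at 1.27 (standard error 0.28, adjusted p = 0.00655). The others of the 10 highest were arhgef1 at 1.23, the histone genes hist1h2a6 at 1.17, histh1l2 at 1.14, hist1h2a3 at 1.13 and hist1h2a2 at 1.12, and lrrc20 at 1.12, with adjusted p-values of 0.00016 to 0.00222. All of the 10 lowest encode parts of phototransduction. They include opn1mw1, a green cone opsin, at -4.41 (standard error 0.66, adjusted p = 0.000867), gnb3b, a subunit of the cone G protein, at -3.98 (standard error 0.50, adjusted p = 0.000342), and the cone arrestins arr3a at -3.71 and arr3b at -3.27. The liver gene fabp10a had a lower mean, -4.58 (standard error 0.60, adjusted p = 0.000435), but was lower in 11 of 12 pairs. The trypsin gene prss59.2, given under other observations, also had a lower mean than gnb3b. In pair G the medians of pancreas enzymes (2.44) and liver proteins (1.39) were above 0. A rule of the same sign in all 12 pairs leaves out genes of these organs that rose in pair G. Probes of the near-identical histone copies were not separated here, and timp2b did not pass with the mean of its probes, at 0.82 (adjusted p = 0.0514).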

Expression of 2,063 transcripts (64.3%) was increased (FC ≥ 1.50), while expression of 1,145 transcripts (35.7%) was decreased in the *tfam* splice-MO injected embryos (FC ≤ 0.67). In order to identify significantly altered pathways by using gene ontology analysis, Protein ANalysis THrough Evolutionary Relationships (PANTHER) was used. The microarray contained 19,459 transcripts, of which 17,395 could be annotated (89.4%) and were included in the PANTHER analysis. 

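Of the genes of RNA processing, ribosome biogenesis and RNA surveillance that passed the test in the tfam splice-MO embryos most were higher, and of those of drug catabolism most were lower. Of 162 measured genes of ribosome biogenesis, 103 rose and 2 fell (110 and 4 adjusted over the list alone), and of 105 genes of rRNA processing, 70 rose (76 higher and 1 lower adjusted over the list alone). Of 118 genes of tRNA metabolism, 60 rose and 3 fell (72 and 3 adjusted over the list alone), and all 9 genes of RNA surveillance rose (9 adjusted over the list alone). Of 426 genes of RNA processing, 196 rose and 15 fell (229 and 21 adjusted over the list alone). Among its highest members were srsf10b, a splicing factor, with a log2 ratio of 0.90 (standard error 0.09, adjusted p = 0.000149), and rtcb, the tRNA ligase, at 0.90 (standard error 0.13, adjusted p = 0.000777). Of 86 genes of drug catabolism, 25 fell and 6 rose (31 and 6 adjusted over the list alone), and without pair G 40 fell and 5 rose. The medians of the 14 terms of RNA metabolism lay between 0.18 and 0.71 and were above 0 in 12 of 12 pairs, and that of drug catabolism was -0.11 and below 0 in 11. With genes counted at the study's folds, 13 of 15 terms held more of them than the other genes tested (one-sided Fisher's exact test, adjusted p from 2.5e-09 to 0.00425). The other terms, RNA modification with 3 such genes (adjusted p = 1) and tRNA processing with 4 (adjusted p = 0.609), passed when no fold was required (adjusted p = 4.55e-08 and 6.46e-07). The study chose these terms on these samples, so their counts are not independent evidence of a direction. Several terms are nested or share genes, so the 13 terms are not 13 separate results. Nuclear RNA surveillance, nuclear mRNA surveillance and U4 snRNA 3'-end processing gave the same counts, 6 of 8 genes at the folds. Their genes include those of the RNA exosome, which are reported again below. The members were read from the study's supplementary tables, whose copy held 51 of the 83 genes of visual perception and none of sensory perception of light stimulus, so these terms were not tested. Of 40 gene lists, 10 were shifted up and 17 down against the other genes (camera with a preset correlation of 0.01), the smallest adjusted p being 4.91e-31. With an estimated correlation the smallest adjusted p was 0.158, and 8 lists had an unadjusted p under 0.05.

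**Figure D1:**
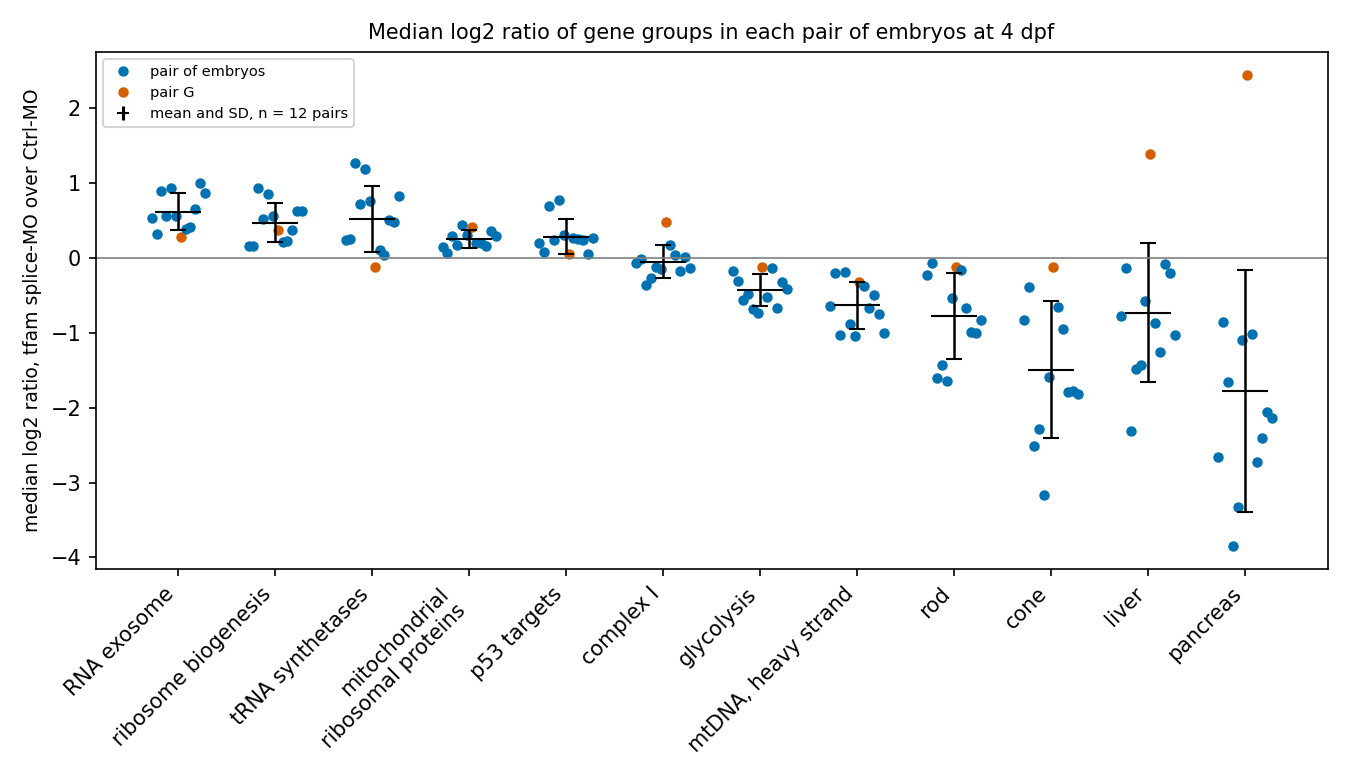
Median log2 ratio of tfam splice-MO over Ctrl-MO for 12 gene groups in each of 12 pairs of embryos; points are pairs, with pair G in orange, and black bars give the mean and SD over pairs. Pair G lies apart at 2.44 for pancreas and 1.39 for liver.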

A total of 18 significantly enriched GO biological processes (FDR < 0.05) were identified and these were manually grouped into five groups including the underlying GO terms, namely: tRNA processing, ribosome biogenesis, RNA surveillance and catabolism, drug metabolism, and visual perception (Table 1 and Supplementary Table S4). As the RNA-related processes differ for nuclear and mtDNA genes and for that reason should not be considered as one group, we also listed the mitochondria-related processes, characterized by mitochondria-related GO terms (Table 2 and Supplementary Table S5). Most of the mitochondria related GO terms were small, comprising less than 50 measured genes, but sufficient number of genes were interrogated to conclude that these processes were not significantly enriched by the mtDNA reduction. However, as expression of mtDNA encoded proteins, which is regulated by TFAM, was not covered in a GO term, we checked the expression of the 8 mtDNA protein encoding genes manually. 

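Genes of mitochondrion organization that passed the test in the tfam splice-MO embryos moved in both directions, and those of mitochondrial translation that passed were all higher. Of 152 genes of mitochondrion organization, 20 rose and 17 fell (20 and 17 adjusted over the list alone), and the median log2 ratio was 3.03e-05. They include timm10, a chaperone of the inner membrane import machinery, at 0.55 (standard error 0.07, adjusted p = 0.000444), and lonp1, a protease of the matrix, at 0.47 (standard error 0.09, adjusted p = 0.00391). Of 27 genes of mitochondrial translation, 10 rose (11 adjusted over the list alone), with a median of 0.16 that was above 0 in 12 of 12 pairs. Of 20 genes of inner mitochondrial membrane organization, 6 rose and 2 fell (6 and 4 adjusted over the list alone), and of 32 genes of protein targeting to mitochondrion, which are also those of protein localization to mitochondrion, 5 rose and 2 fell (5 and 2 adjusted over the list alone). Of 8 genes of mitochondrial transcription, 1 rose and 1 fell (1 and 1 adjusted over the list alone), the latter being mterf2, a factor of transcription termination, at -0.29 (standard error 0.08, adjusted p = 0.0206). None of these genes passed the study's folds as well, so these 6 of the study's 19 mitochondrial terms have an adjusted p of 1 in Fisher's exact test; without a fold the adjusted p lay between 0.143 and 0.738. By the same test, the number of these terms with an unadjusted p under 0.05 was 0 with and without the fold. The other 13 terms, among them oxidative phosphorylation and its electron transport, were not tested. The copy held of the study's table lacks their members, except for outer mitochondrial membrane organization. Its 1 gene, which the paper counts as measured, was not matched to a gene with a probe here. The terms were chosen in the study and are not independent evidence. With median centring timm10 (adjusted p = 0.0648) and mterf2 (adjusted p = 0.386) did not pass, and with embryos unpaired lonp1 (adjusted p = 0.0816) and mterf2 (adjusted p = 0.229) did not.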

The 8 mtDNA proteins encoding transcripts of the H-strand were significantly decreased, whereas the single L-strand transcript was unaltered (Supplementary Table S3). 

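All 8 measured heavy-strand transcripts of the mtDNA fell in the tfam splice-MO embryos, to between 0.567 and 0.728 of the level in Ctrl-MO embryos. The lowest was mt-nd5, with a log2 ratio of -0.82 (standard error 0.11, adjusted p = 0.000629), followed by mt-co1 at -0.79 (standard error 0.11, adjusted p = 0.000648) and mt-nd4 at -0.78 (standard error 0.09, adjusted p = 0.000188). Then came mt-co2 at -0.73 (standard error 0.15, adjusted p = 0.00426), mt-nd4l at -0.59 (standard error 0.13, adjusted p = 0.0061) and mt-nd2 at -0.58 (standard error 0.09, adjusted p = 0.000947). The smallest decreases were those of mt-nd1 at -0.48 (standard error 0.11, adjusted p = 0.0081) and mt-nd3 at -0.46 (standard error 0.14, adjusted p = 0.0305). They encode subunits of complex I and, with mt-co1 and mt-co2, of complex IV. Each was lower in 10 to 12 of 12 pairs, and mt-nd2, mt-co1 and mt-nd4 in all 12. The light-strand transcript mt-nd6, also of complex I, did not pass, at -0.24 (standard error 0.11, adjusted p = 0.137), and was lower in 10 of 12 pairs; without pair G it passed, at -0.32 (adjusted p = 0.024). A difference between mt-nd6 and the heavy-strand transcripts was not tested. All 8 also passed when adjusted over the list alone, and their median was -0.66 (camera, adjusted p = 3.8e-07, and adjusted p = 0.22 with an estimated correlation). The median was below 0 in 12 of 12 pairs, from -1.01 to -0.34 within slide pairs, and -0.41 in the earlier and -0.68 in the later scan session. With the slide pair as a block the 8 had adjusted p-values of 0.000364 to 0.0337 (limma). Their log2 ratios cannot change in that fit, since each slide pair holds 2 pairs. Of the 8, Ctrl-MO embryos had 4 lower than non-injected embryos (5 adjusted over the list alone), with a median of -0.17 and -0.24 to 0.01 within slide pairs (camera, adjusted p = 0.0284, and adjusted p = 0.348 with an estimated correlation). With embryos unpaired 5 of the 8 passed, and with median centring 2, and mt-nd3 did not pass in the arrays with tfam splice-MO in Cy3 (adjusted p = 0.25) or without the earlier scan session (adjusted p = 0.0641).

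**Figure D2:**
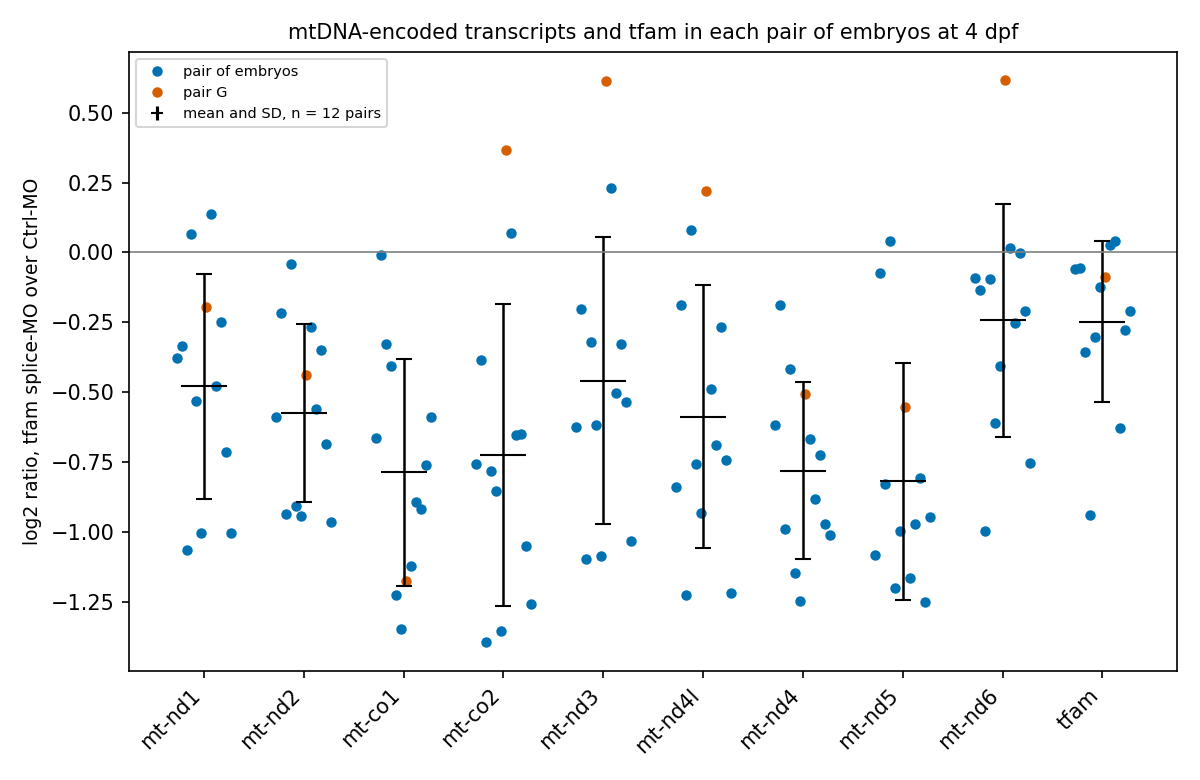
Log2 ratio of tfam splice-MO over Ctrl-MO for 9 mtDNA-encoded transcripts and tfam in each of 12 pairs of embryos; points are pairs, with pair G in orange, and black bars give the mean and SD over pairs. For mt-nd2, mt-co1 and mt-nd4 all 12 pairs lie below 0, and for mt-nd6 and tfam 10 of 12.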

The remainder four protein encoding transcripts of the H-strand were not present on the array (atp6, atp8, cox 3, and cytb).

**TABLE 1:** Significantly altered GO biological process terms.

Description	Measured (*n*)	Changed (*n*)	Fold Enrichment	FDR
**tRNA processing**				
GO:0006396 RNA processing	426	106 (Cm = 15, Cn = 91)	1.52	2.4E-02
→ GO:0034660 ncRNA metabolic process	260	88 (Cm = 30, Cn = 58)	2.06	5.2E-06
→ GO:0006399tRNA metabolic process	118	44 (Cm = 22, Cn = 22)	2.27	1.4E-03
→ GO:0009451RNA modification	88	32 (Cm = 9, Cn = 23)	2.21	2.6E-04
→ GO:0034470 ncRNA processing	197	72 (Cm = 14, Cn = 58)	2.22	4.3E-06
→ GO:0008033tRNA processing	73	27 (Cm = 7, Cn = 20)	2.25	3.8E-02
**Ribosome biogenesis**				
GO:0022613 Ribonucleoprotein complex biogenesis	239	69 (Cm = 14, Cn = 55)	1.76	1.0E-02
→ GO:0042254 Ribosome biogenesis	162	60 (Cm = 14, Cn = 46)	2.25	4.3E-05
→ GO:0006364 rRNA processing	105	43 (Cm = 6, Cn = 37)	2.49	2.0E-04
**RNA surveillance and catabolism**				
GO:0071025 RNA surveillance	9	9 (Cm = 0, Cn = 9)	6.09	2.3E-02
→ GO:0071027 Nuclear RNA surveillance	8	8 (Cm = 0, Cn = 8)	6.09	3.4E-02
→ GO:0071028 Nuclear mRNA surveillance	8	8 (Cm = 0, Cn = 8)	6.09	3.6E-02
→ GO:0034475 U4 snRNA 3′-end processing	8	8 (Cm = 0, Cn = 8)	6.09	3.2E-02
→ GO:0016075 rRNA catabolic process	11	9 (Cm = 0, Cn = 9)	4.98	3.6E-02
**Drug metabolism**				
GO:0042737 Drug catabolic process	85	33 (Cm = 2, Cn = 31)	2.36	1.1E-02
**Visual perception**				
GO:0007601 Visual perception	83	31 (Cm = 2, Cn = 29)	2.27	2.3E-02
→ GO:0050953 Sensory perception of light stimulus	88	31 (Cm = 2, Cn = 29)	2.14	3.5E-02

*GO terms biological process with FDR < 0.05 were considered to be significantly changed. Cm are changed genes that are linked to mitochondria; Cn are changed genes linked to the nucleus; FDR is false discovery rate.*

**TABLE 2:** Mitochondria-related GO biological processes.

Description	Measured (*n*)	Changed (*n*)	Fold enrichment
GO:0007005 mitochondrion organization	152	15	0.60
GO:0007007 inner mitochondrial membrane organization	20	2	0.61
GO:0007008 outer mitochondrial membrane organization	1	0	
GO:0006390 mitochondrial transcription	8	2	1.52
GO:0032543 mitochondrial translation	27	8	1.80
GO:0006626 protein targeting to mitochondrion	32	1	0.19
GO:0070585 protein localization to mitochondrion	32	1	0.19
GO:0042775 mitochondrial ATP synthesis coupled electron transport	41	7	1.04
GO:0006119 oxidative phosphorylation	46	9	1.19
GO:0033108 mitochondrial respiratory chain complex assembly	25	2	0.49
GO:0015986 ATP synthesis coupled proton transport	20	1	0.30
GO:0006979 response to oxidative stress	70	9	0.78
GO:0006839 mitochondrial transport	73	6	0.50
GO:1990542 mitochondrial transmembrane transport	44	3	0.41
GO:0008053 mitochondrial fusion	12	3	1.52
GO:0000266 mitochondrial fission	16	1	0.38
GO:0000422 autophagy of mitochondrion	27	2	0.45
GO:0000002 mitochondrial genome maintenance	6	1	1.01
GO:0009117 nucleotide metabolic process (DNA replication)	282	46	0.99

*The false discovery rate (FDR) was > 0.0.5 for all processes.*

## Discussion

A high mtDNA copy number is critical for normal embryonic development. A key regulator of the mtDNA copy number is TFAM, as TFAM initiates mtDNA replication by its capability to wrap, bend and unwind the mtDNA (Ekstrand et al., 2004), a function conserved in zebrafish (Howe et al., 2013). In order to study the effect of a decreased mtDNA copy number during zebrafish embryonic development, we performed *tfam* knock-down using a splice-morpholino (MO). We demonstrated that the *tfam* splice-MO induced skipping of exon 2, leading to a frameshift and a premature stop codon (p.(Cys29Hisfs^∗^36)) (Figure 1A) and to nonsense mediated decay. RNA expression of normal *tfam* is reduced to 20% of control values. At 3 and 4 dpf, morphant zebrafish have a decreased mtDNA copy number and are less well developed. This correlates with the previous observations that in wild-type zebrafish larvae an increase in mtDNA copy number only becomes apparent between 2 and 3 dpf (Otten et al., 2016) indicating that, in the absence of mtDNA replication, mtDNA copy number and OXPHOS capacity becomes critically low at 3–4 dpf, as an increase is required for embryonic tissue differentiation and organogenesis. This is a critical phase of development, when there is a high energy demand and a metabolic switch from glycolysis to OXPHOS takes place (Hance et al., 2005; Stackley et al., 2011). This necessity is illustrated by the aberrant eye and muscle development, pericardial oedema and reduced brain size that were observed in morphant zebrafish (Figure 2). The heart and the brain are the first organs to develop (Glickman and Yelon, 2002) and therefore the first to be affected by OXPHOS defects. Moreover, as in a normal heart >30% of the cardiac muscle volume is occupied by mitochondria, the deficit of mtDNA (and subsequently mitochondria) also hampers proper alignment of the muscle fibers in the developing heart, creating structural problems as well (Ventura-Clapier et al., 2011). In homozygous *Tfam* KO mice, OXPHOS was abolished due to a severe mtDNA depletion, causing a complete failure of organogenesis and embryonic death (Larsson et al., 1998). Heterozygous KO mice were viable, but showed an OXPHOS deficiency in the developing heart and a dilated cardiomyopathy and conduction block later in life (Larsson et al., 1998; Powell et al., 2015). The severity of our model seems to fit somewhere in between, as wild-type *tfam* levels are around 20% of control level at the day of analysis. Noticeably, MOs establish only a transient knockdown, which is not the case for a homozygous or heterozygous knockout of the gene, prohibiting a proper comparison later in life.

In order to unravel the biological processes that were altered, we performed global gene expression profiling and subsequent gene ontology (GO) analysis (Table 1 and Figure 3). Despite the observed reduction in OXPHOS function, the gene ontology term comprising mitochondrial respiratory chain components was not significantly changed, neither were critical mitochondrial processes (Table 2). However, gene expression was decreased of 8 out of the 9 mtDNA protein encoding transcripts, all encoded by the H-strand, whereas the one transcript on the L-strand was unaltered. This most likely this reflects a switch or preferable transcription from the Light-Strand Promoter (LSP) that is induced by low amounts of *tfam* and which also primes H-strand replication (Shutt et al., 2011), but which in our case fails to increase mtDNA copy number due to the persisting lack of *tfam*.

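Lists of the nuclear-encoded respiratory chain did not pass as groups in the tfam splice-MO embryos, while most transcripts of mitochondrial ribosomal proteins rose. Of 75 mitochondrial ribosomal proteins, 50 rose (54 higher and 1 lower adjusted over the list alone), with a median log2 ratio of 0.26 and 0.11 to 0.38 within slide pairs (camera, adjusted p = 1.99e-18, and adjusted p = 0.175 with an estimated correlation). The highest were mrpl42 at 0.63 (standard error 0.08, adjusted p = 0.000291) and mrps35 at 0.60 (standard error 0.09, adjusted p = 0.000708). Of 40 nuclear-encoded subunits of complex I, 3 rose and 5 fell (the same adjusted over the list alone), with a median of -0.05 and -0.26 to 0.24 within slide pairs (camera, adjusted p = 0.221). Among them, ndufs1 was at -0.35 (standard error 0.08, adjusted p = 0.00655) and ndufa13 at 0.24 (standard error 0.04, adjusted p = 0.00159). Of 19 nuclear-encoded subunits of complex IV, 4 fell (3 adjusted over the list alone), with a median of -0.12 and -0.35 to 0.28 within slide pairs (camera, adjusted p = 0.0853), and the lowest were cox8b at -0.82 and cox4i2 at -0.71. Of 8 nuclear-encoded subunits of complex III, uqcrc1 fell, at -0.33 (standard error 0.07, adjusted p = 0.00409), and the 7 others did not pass (the same adjusted over the list alone; camera, adjusted p = 0.212). Of 5 subunits of complex II, 1 rose and 1 fell (1 and 2 adjusted over the list alone; camera, adjusted p = 0.355), and of 21 nuclear-encoded subunits of ATP synthase 2 rose (2 adjusted over the list alone; camera, adjusted p = 0.42). Their medians were -0.09 for complex III, -0.17 for complex II and -0.03 for ATP synthase, each on both sides of 0 within slide pairs, and with median centring those of complexes I, III and IV and of ATP synthase were above 0. Of 33 genes of mtDNA replication, transcription and mitochondrial RNA processing, 7 rose and 2 fell (the same adjusted over the list alone), with a median of 0.05 and -0.03 to 0.13 within slide pairs (camera, adjusted p = 0.0206, and adjusted p = 0.34 with an estimated correlation). The highest were gtpbp3 at 0.51 (standard error 0.10, adjusted p = 0.00376) and prorp at 0.46 (standard error 0.06, adjusted p = 0.000292), which act on mitochondrial tRNAs. The list of nuclear-encoded subunits of complex IV passed with no background correction (adjusted p = 0.0375), with the scanner software's processed signals (adjusted p = 0.0268) and in Cy5 (adjusted p = 0.00258), the list of nuclear-encoded subunits of complex I without pair G (adjusted p = 0.0233), and the list of subunits of complex II with the mean of all probes (adjusted p = 0.0179), and the list of mtDNA replication, transcription and mitochondrial RNA processing did not pass in Cy5 (adjusted p = 0.194). Without pair G 11 subunits of complex I in place of 5, 7 of complex IV in place of 4 and 5 of ATP synthase in place of 0 were lower, and no subunit of complex II rose. With median centring ndufs1 (adjusted p = 0.328), ndufa13 (adjusted p = 0.0794), cox8b (adjusted p = 0.0621) and uqcrc1 (adjusted p = 0.468) did not pass.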

**FIGURE 3:**
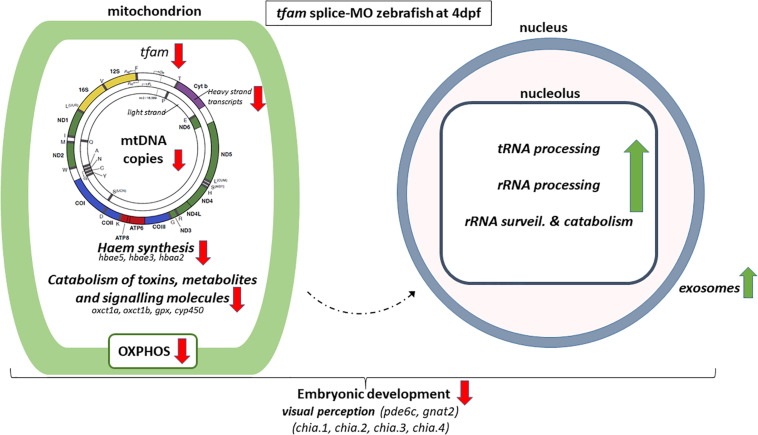
Schematic overview of alterations in *tfam* splice-MO zebrafish at 4dpf. The arrow indicates if a process is upregulated (green) or down-regulated (red). Altered gene expression processes and genes are shown in italic. The mitochondrial DNA figure is adapted from Amorim et al. (2019).

The GO term drug catabolism was significantly changed, comprising several downregulated genes linked to mitochondrial function, including embryonic hemoglobin production. 

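Some embryonic globin transcripts fell and 1 rose in the tfam splice-MO embryos, and most genes of haem synthesis did not pass the test. Of 13 haemoglobin chains, 4 fell and 1 rose (the same adjusted over the list alone). The lowest were hbae1.2 at -1.22 (standard error 0.37, adjusted p = 0.0336) and hbbe2 at -1.17 (standard error 0.36, adjusted p = 0.0318), hbae5 was at -0.22 (standard error 0.06, adjusted p = 0.0258), and hbbe3 rose, at 1.70 (standard error 0.32, adjusted p = 0.00297). The genes hbae3, at -0.03 (standard error 0.33, adjusted p = 0.964), and hbaa2, at -0.09 (standard error 0.05, adjusted p = 0.207), did not pass. The median of the list was -0.09 and -0.42 to 0.10 within slide pairs (camera, adjusted p = 0.266). Of 17 genes of haem biosynthesis, 1 rose and 2 fell (the same adjusted over the list alone), with a median of -0.00446 and -0.14 to 0.06 within slide pairs (camera, adjusted p = 0.507). They were hmbsa at 0.40 (standard error 0.08, adjusted p = 0.00496), uros at -0.36 (standard error 0.11, adjusted p = 0.0284) and ppox at -0.13 (standard error 0.03, adjusted p = 0.0114). Of 15 other erythroid markers, 2 fell (5 lower and 1 higher adjusted over the list alone), with a median of -0.13 and -0.53 to -0.02 within slide pairs (camera, adjusted p = 0.0262, and adjusted p = 0.452 with an estimated correlation). These were the carbonic anhydrase gene cahz at -0.65 (standard error 0.19, adjusted p = 0.0258) and epb41b, of the red cell membrane skeleton, at -0.55 (standard error 0.17, adjusted p = 0.0319). Probes of near-identical globin copies were not separated here, and with median centring hbae1.2, hbbe2, hbae5, cahz and epb41b did not pass (adjusted p from 0.055 to 0.119). The list of erythroid markers other than globins and haem enzymes did not pass with the filter on signals well above background (adjusted p = 0.0536), with the mean of all probes (adjusted p = 0.065) or in Cy3 (adjusted p = 0.0841), uros did not with median centring (adjusted p = 0.222) or the mean of all probes (adjusted p = 0.115), and ppox did not in Cy5 (adjusted p = 0.187) or with embryos unpaired (adjusted p = 0.115).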

As haem is produced by mitochondria (Wagener et al., 2003), this could be explained by the decreased amount of mtDNA and subsequently mitochondria at the onset of definitive haematopoiesis, initiating between 1 to 2 dpf (Murayama et al., 2006; Bertrand et al., 2007; Zhang and Rodaway, 2007; Zhang and Hamza, 2018). Obviously, deficiencies in haematopoiesis during development might have downstream effects as well. Other mitochondria-related genes of this GO term were decreased, such as *oxct1a*, *oxct1b*, members of *cyp450* family 2 and *gpx1a*, which are related to the metabolism of fatty acids and ketone bodies, exogenous drug catabolism and hydrogen peroxide degradation in the mitochondria. 

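Many genes of fatty acid oxidation and ketone body use fell in the tfam splice-MO embryos, as did some of peroxide and glutathione metabolism. The ketone body enzyme gene oxct1b had a log2 ratio of -1.49 (standard error 0.24, adjusted p = 0.00131) and its paralog oxct1a one of -0.26 (standard error 0.07, adjusted p = 0.0162), each lower in 11 of 12 pairs. Of 26 genes of fatty acid oxidation and ketone body use, 15 fell (19 adjusted over the list alone), with a median of -0.32 and -0.60 to 0.06 within slide pairs (camera, adjusted p = 2.08e-08, and adjusted p = 0.263 with an estimated correlation). The thiolase gene acat1 was at -0.74 (standard error 0.14, adjusted p = 0.00275). Of 25 genes of peroxide and glutathione metabolism, 7 fell and 1 rose (the same adjusted over the list alone), with a median of -0.09 and -0.34 to 0.03 within slide pairs (camera, adjusted p = 0.0237, and adjusted p = 0.477 with an estimated correlation). Among them, gpx1a was at -0.75 (standard error 0.16, adjusted p = 0.00523), the catalase gene cat at -0.95 (standard error 0.15, adjusted p = 0.001), gpx4a at -1.12 (standard error 0.30, adjusted p = 0.0171), and the raised peroxiredoxin gene prdx1 at 0.35 (standard error 0.12, adjusted p = 0.0415). Of 40 measured genes of cytochrome P450 family 2, 7 fell and 1 rose (5 and 1 adjusted over the list alone), with a median of -0.08 and -0.17 to 0.11 within slide pairs (camera, adjusted p = 0.0206, and adjusted p = 0.477 with an estimated correlation). The lowest were cyp2p9 at -1.49 (standard error 0.41, adjusted p = 0.0192) and cyp2y3 at -0.95 (standard error 0.26, adjusted p = 0.0191), and cyp2u1 rose, at 0.16 (standard error 0.04, adjusted p = 0.0181). The median of the peroxide list was 0.0175 with median centring (adjusted p = 0.485), where oxct1a (adjusted p = 0.412), gpx1a, gpx4a, cyp2y3 (adjusted p = 0.0753) and prdx1 (adjusted p = 0.106) did not pass. In Cy5 the list of cytochrome P450 family 2 (adjusted p = 0.181), oxct1a (adjusted p = 0.101), cyp2u1 (adjusted p = 0.524) and prdx1 (adjusted p = 0.353) did not pass, with embryos unpaired oxct1a (adjusted p = 0.186), cyp2u1 (adjusted p = 0.285) and prdx1 (adjusted p = 0.139) did not, and in Cy3 the list of peroxide and glutathione metabolism (adjusted p = 0.0984) did not. In pair G the median of the fatty acid list was 0.37, against -0.67 to -0.15 in the other pairs, and without it 15 genes of cytochrome P450 family 2 were lower in place of 7, and prdx1 did not pass (adjusted p = 0.0649).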

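Most nucleolar genes of ribosome biogenesis rose in the tfam splice-MO embryos, as did some of the ribosomal proteins themselves. Of 96 nucleolar factors of ribosome biogenesis and RNA polymerase I, 85 rose (90 adjusted over the list alone) and the others did not pass. Their median log2 ratio was 0.48, from 0.17 to 0.73 within slide pairs and above 0 in 12 of 12 pairs (camera, adjusted p = 0.22 with an estimated correlation). Among the highest were cirh1a, a factor of the processing of pre-rRNA, at 0.96 (standard error 0.14, adjusted p = 0.000928), npm1a, which encodes nucleophosmin, at 0.90 (standard error 0.12, adjusted p = 0.000532), and dkc1, the pseudouridine synthase of small nucleolar particles, at 0.72 (standard error 0.12, adjusted p = 0.00164). Of 82 cytosolic ribosomal proteins, 13 rose and 2 fell (11 and 2 adjusted over the list alone), with a median of 0.07 and -0.04 to 0.40 within slide pairs (camera, adjusted p = 0.00984, and adjusted p = 0.657 with an estimated correlation). The genes that fell were rpl22l1 at -1.15 (standard error 0.16, adjusted p = 0.000737) and rps9 at -0.49 (standard error 0.07, adjusted p = 0.00054). The call of the list of cytosolic ribosomal proteins was lost in the arrays with tfam splice-MO in Cy3 (adjusted p = 0.721) and with the scanner software's processed signals (adjusted p = 0.0643), that of npm1a with embryos unpaired (adjusted p = 0.152) and that of rps9 with median centring (adjusted p = 0.288). In Ctrl-MO against non-injected embryos, 16 of the 96 nucleolar factors rose (14 adjusted over the list alone), with a median of 0.06 and -0.08 to 0.14 within slide pairs (camera, adjusted p = 0.00481, and adjusted p = 0.64 with an estimated correlation).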

The decrease in mtDNA copy number and subsequent mitochondrial dysfunction appears to result in enrichment of GO terms related to rRNA synthesis, ncRNA processing, and ribosomal assembly (Table 1), and the vast majority of genes in these GO terms were upregulated (Supplementary Table S4). In addition, the GO term tRNA processing was also significantly enriched. 

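Most genes that process, modify and charge tRNAs rose in the tfam splice-MO embryos. Of 59 genes of tRNA processing and modification, 35 rose and 2 fell (43 and 2 adjusted over the list alone), with a median log2 ratio of 0.17 and 0.06 to 0.31 within slide pairs (camera, adjusted p = 5.87e-12, and adjusted p = 0.225 with an estimated correlation). Among those that rose was rpp40, a subunit of RNase P, at 0.84 (standard error 0.11, adjusted p = 0.000425), and those that fell were trmt9b at -0.55 (standard error 0.14, adjusted p = 0.0134) and pop7 at -0.29 (standard error 0.07, adjusted p = 0.0145). Of 20 cytosolic aminoacyl-tRNA synthetases, 13 rose (15 adjusted over the list alone), with a median of 0.48 and 0.01 to 0.97 within slide pairs (camera, adjusted p = 2.24e-08, and adjusted p = 0.263 with an estimated correlation). The highest were iars at 1.14 (standard error 0.30, adjusted p = 0.0162) and rars at 0.98 (standard error 0.14, adjusted p = 0.000587). The call of iars was lost with the mean of all its probes (adjusted p = 0.101) and in the arrays with tfam splice-MO in Cy3 (adjusted p = 0.111), and that of pop7 with median centring (adjusted p = 0.459), in Cy3 (adjusted p = 0.0689) and with embryos unpaired (adjusted p = 0.202).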

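Of the genes of mitochondrial tRNA maturation, trmt10c, a subunit of mitochondrial RNase P, rose in the tfam splice-MO embryos, with a fold of 1.29, a log2 ratio of 0.37 (standard error 0.12, adjusted p = 0.0405), and was higher in 10 of 12 pairs. The gene mto1, which modifies mitochondrial tRNAs, had a fold of 1.21 and a log2 ratio of 0.27 (standard error 0.10, adjusted p = 0.0642) and was higher in 11 of 12 pairs, and elac2, which cleaves their 3' ends, had a fold of 1.17 and a log2 ratio of 0.23 (standard error 0.16, adjusted p = 0.342) and was higher in 8 of 12. Neither of these passed, although mto1 passed with the slide pair as a block (adjusted p = 0.0424) and elac2 with the mean of its 3 probes, at 0.25 (adjusted p = 0.00261). The call of trmt10c was lost with median centring (adjusted p = 0.0947), with no background correction (adjusted p = 0.0675) and in the arrays with tfam splice-MO in Cy5 (adjusted p = 0.184).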

In general, expression of genes belonging to these GO terms is increased, including a number of genes that are linked to mitochondrial function, like *mto1* (1.64), *trmt10c* (1.55), and *elac2* (1.61) (Haack et al., 2013; Metodiev et al., 2016; Fakruddin et al., 2018). Increased tRNA synthesis was also observed by Torrent et al. (2018) upon applying diverse stress conditions to *Saccharomyces cerevisiae*, demonstrating the regulation of tRNA abundance upon cellular stress. However, future research is needed to identify if the observed activation nucleolar processes is caused by mitochondrial stress or is a reaction to compensate for the reduction in mitochondrial transcripts. The resulting disbalance between mitochondrial transcripts and proteins, and nuclear encoded proteins that migrate into the mitochondria might be a factors as well. Also, gene expression of 8 out of 9 exosome components, belonging to GO term ribosomal biogenesis, were significantly upregulated in *tfam* splice-MO zebrafish. 

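Of 10 measured genes of the RNA exosome, the complex that degrades and trims RNA from its 3' end, 9 rose in the tfam splice-MO embryos (9 adjusted over the list alone). The highest were exosc7, with a log2 ratio of 0.82 (standard error 0.08, adjusted p = 0.000117), exosc3 at 0.74 (standard error 0.10, adjusted p = 0.00049) and exosc5 at 0.73 (standard error 0.07, adjusted p = 0.000117). They were followed by exosc2 at 0.71 (standard error 0.09, adjusted p = 0.000424), exosc6 at 0.70 (standard error 0.12, adjusted p = 0.00159) and exosc8 at 0.63 (standard error 0.07, adjusted p = 0.000201), and then by exosc4 at 0.55 (standard error 0.08, adjusted p = 0.000917), exosc9 at 0.36 (standard error 0.08, adjusted p = 0.00676) and exosc10 at 0.31 (standard error 0.06, adjusted p = 0.00352). Of these, exosc9 was higher in 11 of 12 pairs and each of the others in all 12. The gene exosc1 did not pass, at 0.04 (standard error 0.05, adjusted p = 0.525). The median of the list was 0.66, from 0.37 to 0.91 within slide pairs and above 0 in 12 of 12 pairs (camera, adjusted p = 1.2e-08, and adjusted p = 0.175 with an estimated correlation). Ctrl-MO embryos had 2 of the 10 higher than non-injected embryos (2 adjusted over the list alone), with a median of 0.08 and -0.01 to 0.25 within slide pairs (camera, adjusted p = 0.131). The call of exosc10 was lost with median centring (adjusted p = 0.0676) and with embryos unpaired (adjusted p = 0.238), where exosc6 also did not pass (adjusted p = 0.0536), and that of exosc9 in Cy5 (adjusted p = 0.0714). From the higher transcripts of ribosome biogenesis and tRNA processing, the paper proposes that nucleolar processes were activated, either by mitochondrial stress or to compensate for the lower mitochondrial transcripts.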

Like increased rRNA and tRNA expression, upregulation of the exosome components seems to be a compensatory or stress-induced mechanism, as exosomes contain and shuttle mRNA, and are important in intercellular communication and developmental patterning (Wan et al., 2012; Boczonadi et al., 2014; McGough and Vincent, 2016). Future assessment of the zebrafish exosome composition is needed to provide further insight into this novel mechanism by which decreased mtDNA copy number affects exosome signalling and composition.

Since clear morphological abnormalities were apparent in *tfam* splice-MO zebrafish at 4 dpf (Figure 2), the nucleolar activation upon mitochondrial deficiency was obviously insufficient to compensate. At gene expression level in *tfam* splice-MO zebrafish at 4 dpf, GO terms related to vision and sensitivity to light were significantly changed. 

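Most transcripts of cones, rods and the visual cycle fell in the tfam splice-MO embryos. Of 33 genes of cone phototransduction, 27 fell (28 adjusted over the list alone) and 6 did not pass, with a median log2 ratio of -1.29, from -2.34 to -0.61 within slide pairs (camera, adjusted p = 9.2e-18, and adjusted p = 0.22 with an estimated correlation). Of 25 genes of rod phototransduction and the outer segment, 20 fell (20 lower and 1 higher adjusted over the list alone), with a median of -0.78 and -1.68 to -0.19 within slide pairs (camera, adjusted p = 6.89e-10, and adjusted p = 0.225 with an estimated correlation). Of 17 genes of the visual cycle and retinal pigment epithelium, 12 fell (13 lower and 1 higher adjusted over the list alone), with a median of -0.66 and -1.21 to -0.22 within slide pairs (camera, adjusted p = 4.77e-07, and adjusted p = 0.225 with an estimated correlation). The lowest of these were rbp3, a retinoid carrier between photoreceptors and pigment epithelium, at -2.53 (standard error 0.35, adjusted p = 0.000545), and rpe65a, the isomerase of the visual cycle, at -1.49 (standard error 0.27, adjusted p = 0.00237). The medians of the 3 lists were below 0 in 12 of 12 pairs. In the earlier scan session the cone median was -0.63 and in the later one -1.51, and in pair G it was -0.12. The signals of the earlier session were dimmer, and the offset of 50 added to each corrected signal makes ratios of dim spots smaller. The smaller cone median of the earlier session therefore does not by itself show a smaller change in those embryos. For the Ctrl-MO embryos against non-injected embryos, 13 of 30 cone genes fell and 3 rose (14 and 3 adjusted over the list alone), with a median of -0.27 and -0.38 to 0.04 within slide pairs (camera, adjusted p = 0.00299, and adjusted p = 0.409 with an estimated correlation). In the same comparison, 11 of 25 rod genes fell (17 adjusted over the list alone), with a median of -0.28 and -0.45 to -0.05 within slide pairs (camera, adjusted p = 3.77e-07, and adjusted p = 0.255 with an estimated correlation), and 7 of 17 genes of the visual cycle rose and 1 fell (9 and 1 adjusted over the list alone), with a median of 0.32 and 0.08 to 0.61 within slide pairs (camera, adjusted p = 0.00475, and adjusted p = 0.374 with an estimated correlation).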

Retinal development is critical between 32 and 74 hpf and normally largely completed at 4 dpf (Richardson et al., 2017). This window coincides with the decrease in mtDNA copy number in *tfam* splice-MO zebrafish, explaining the down-regulation observed. These extremely down-regulated eye genes are mainly involved in processes related to response to light stimulus (Supplementary Table S4), like *pde6c* (0.05) and *gnat2* (0.09). 

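Both genes are part of the cone light response and were lower in 12 of 12 pairs. The cone transducin gene gnat2 had a fold of 0.0595, a log2 ratio of -4.07 (standard error 0.51, adjusted p = 0.000369), and pde6c, the catalytic subunit of the cone phosphodiesterase, had a fold of 0.0760 and a log2 ratio of -3.72 (standard error 0.42, adjusted p = 0.000207). Their single pairs ranged from -7.74 to -1.23 for gnat2 and from -6.26 to -0.94 for pde6c, and pair G was the highest for either. The 3 probes of gnat2 lay between -4.07 and -1.69, and all 3 passed as lower. The probe taken gave the largest decrease, so the size for gnat2 is less certain than its standard error over pairs. The gene gngt2b, a further subunit of the cone G protein, was at -4.19 (standard error 0.58, adjusted p = 0.000592) and lower in 11 of 12 pairs, and prph2b, a structural protein of the outer segment, was at -2.53 (standard error 0.45, adjusted p = 0.00216) and lower in all 12.

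**Figure D3:**
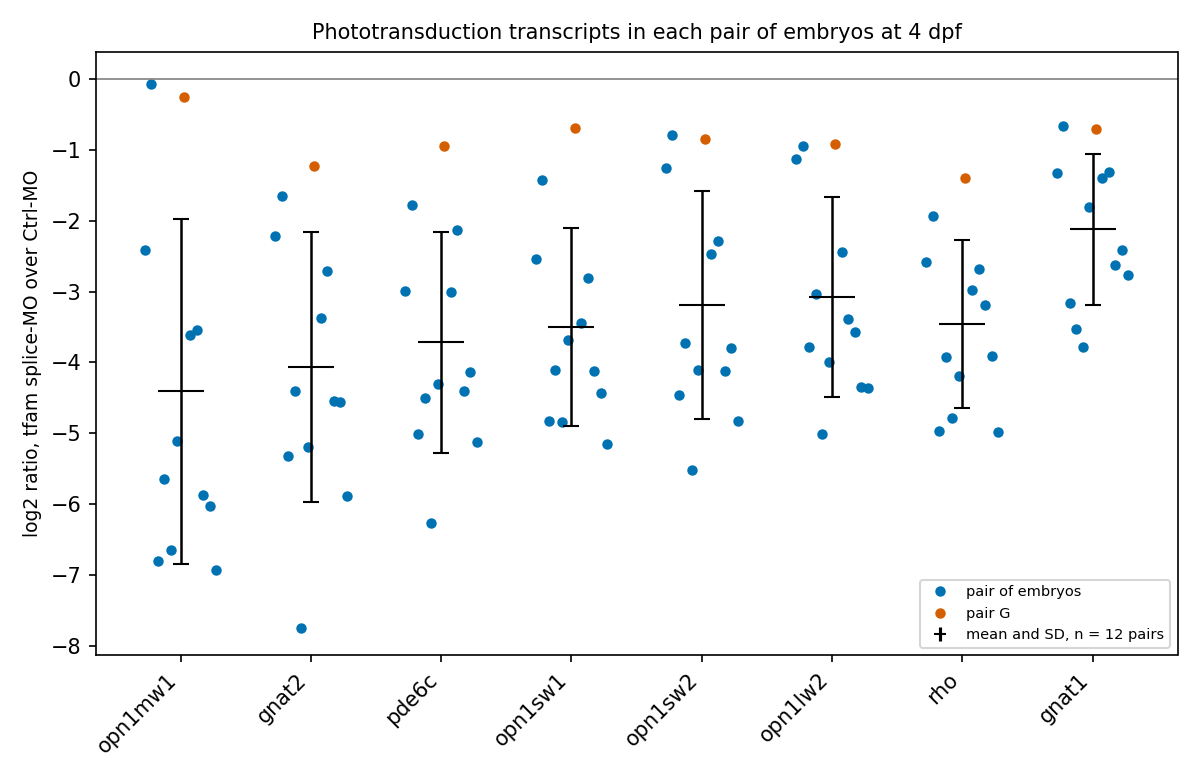
Log2 ratio of tfam splice-MO over Ctrl-MO for 8 phototransduction transcripts in each of 12 pairs of embryos; points are pairs, with pair G in orange, and black bars give the mean and SD over pairs. All pairs lie below 0, from -7.74 for gnat2 to -0.07 for opn1mw1.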

Zebrafish mutants of these genes respectively cause retinal and retinal pigment epithelial disease and cone-rod dystrophy (Brockerhoff et al., 2003; Richardson et al., 2017). 

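The opsins of ultraviolet and blue cones, opn1sw1 with a log2 ratio of -3.51 (standard error 0.38, adjusted p = 0.00016) and opn1sw2 at -3.19 (standard error 0.43, adjusted p = 0.00054), and the red cone opsin opn1lw2 at -3.08 (standard error 0.38, adjusted p = 0.000336) fell in 12 of 12 pairs of tfam splice-MO and Ctrl-MO embryos. Rhodopsin, the opsin of rods, also fell in all 12, with rho at -3.46 (standard error 0.32, adjusted p = 0.00011) and its paralog rhol, lower in 11 of 12, at -0.49 (standard error 0.12, adjusted p = 0.0123). The probe taken for rhol, 1 of 3, was well above background in 7 of 24 tfam splice-MO channels and 20 of 24 Ctrl-MO channels, so the size of its decrease is uncertain. Any of the 3 probes was well above background in 15 and 23 of these channels, and all 3 passed as lower. The green cone opsin opn1mw2 was at -1.29 (standard error 0.28, adjusted p = 0.00587), lower in 11 of 12. The probes of opn1mw3, opn1mw4 and opn1lw1 were well above background in at most 4 of 24 channels of either group, so the arrays do not tell whether these opsins changed, and no ratio is given for them. The probes of near-identical green opsin copies were not separated here. The call of rhol was lost in Cy5 (adjusted p = 0.102).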

Additional down-regulated opsins genes related to the photoreceptor function are listed in our zebrafish data (Supplementary Table S4). 

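Transcripts of fast muscle, neurons and the cerebellum fell in part in the tfam splice-MO embryos, and those of cardiac muscle changed little. Of 32 genes of fast skeletal muscle, 11 fell and 1 rose (14 and 3 adjusted over the list alone), with a median log2 ratio of -0.24 and -0.53 to -0.09 within slide pairs (camera, adjusted p = 0.000608, and adjusted p = 0.424 with an estimated correlation), and with median centring the median was -0.06 (adjusted p = 0.274). The troponin genes tnni2a.1 and tnni2b.2 were at -1.23 (standard error 0.18, adjusted p = 0.000837) and -1.03 (standard error 0.19, adjusted p = 0.00231). Of 9 genes of slow muscle, 2 rose and 1 fell (the same adjusted over the list alone), with a median of -0.12 and -0.04 to 0.06 within slide pairs (camera, adjusted p = 0.865), among them tnnc1b at 0.50 and tnnt1 at -0.51. Of 16 genes of cardiac muscle, 3 rose (3 adjusted over the list alone), with a median of 0.02 and -0.10 to 0.17 within slide pairs (camera, adjusted p = 0.237), among them hand2 at 0.31 (standard error 0.06, adjusted p = 0.00374) and tbx20 at 0.12 (standard error 0.03, adjusted p = 0.0052), transcription factors of heart development. Of 22 genes of neurons and synapses, 8 fell (9 adjusted over the list alone), with a median of -0.21, from -0.57 to 0.04 within slide pairs and -0.27 with the slide pair as a block (camera, adjusted p = 0.000248, and adjusted p = 0.424 with an estimated correlation). The lowest were gad1b, the enzyme that makes GABA, at -1.12 (standard error 0.15, adjusted p = 0.000535), and snap25b, of the synaptic vesicle fusion machinery, at -0.87 (standard error 0.15, adjusted p = 0.00195). Of 15 genes of cerebellar neurons, 9 fell (9 adjusted over the list alone), with a median of -0.20 and -0.28 to -0.07 within slide pairs (camera, adjusted p = 0.000267, and adjusted p = 0.263 with an estimated correlation), and the Purkinje cell markers pvalb7 and aldoca were at -1.29 (standard error 0.20, adjusted p = 0.000981) and -0.98 (standard error 0.25, adjusted p = 0.0144). Of 14 genes of glia and myelin, 7 fell and 2 rose (7 and 3 adjusted over the list alone), with a median of -0.36 and -0.48 to 0.03 within slide pairs (camera, adjusted p = 0.0311, and adjusted p = 0.353 with an estimated correlation), and with median centring its adjusted p was 0.118. The lowest were the myelin gene mbpa at -1.69 and the glutamine synthetase gene glula at -1.32. In Ctrl-MO against non-injected embryos, 10 of the 22 genes of neurons fell (12 adjusted over the list alone), with a median of -0.29 and -0.66 to 0.04 within slide pairs (camera, adjusted p = 8.07e-06, and adjusted p = 0.36 with an estimated correlation). The call of aldoca was lost in Cy5 (adjusted p = 0.0785), that of tnnt1 in Cy5 (adjusted p = 0.0912) and with embryos unpaired (adjusted p = 0.455), and those of tnni2b.2 (adjusted p = 0.0871) and tbx20 (adjusted p = 0.1) with median centring. The list of glia and myelin did not pass with the scanner software's processed signals (adjusted p = 0.0622) or the mean of all probes (adjusted p = 0.0564).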

The lack of significant changes in pathways linked to cardiac, muscle or brain development, suggests that although pathology clearly manifested, we are still observing the processes preceding the pathology and not those resulting from it in the pathway analysis. In addition to defective eye development, a number of temporally expressed developmental genes are downregulated in *tfam* splice-MO zebrafish at 4 dpf, such as chitinase (Chia) 1, 2, 3 and 4. 

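Of 5 measured acidic chitinases, chia.2 fell in the tfam splice-MO embryos, with a fold of 0.158, a log2 ratio of -2.66 (standard error 0.51, adjusted p = 0.00309), and was lower in 11 of 12 pairs. The other genes did not pass, at -0.84 (standard error 0.34, adjusted p = 0.0872) for chia.1, -0.18 (standard error 0.07, adjusted p = 0.075) for chia.3, -0.06 (standard error 0.02, adjusted p = 0.0581) for chia.4 and -0.08 (standard error 0.21, adjusted p = 0.815) for chia.6. In tfam splice-MO embryos chia.3 was well above background in 8 of 24 channels and chia.4 in 10, so the size of their ratios is uncertain. Adjusted over the list alone, 4 of the 5 were lower. In pair G the median of the list was 1.99, against -1.09 to -0.01 in the other pairs, and without it chia.1 (adjusted p = 0.00114), chia.3 (adjusted p = 0.00787) and chia.4 (adjusted p = 0.0446) passed. The median of the 5 was -0.18, from -0.53 to 0.05 within slide pairs (camera, adjusted p = 0.0243, and adjusted p = 0.424 with an estimated correlation), and did not pass with the filter on signals well above background (adjusted p = 0.106) or in Cy5 (adjusted p = 0.191). In Ctrl-MO against non-injected embryos 4 of the 5 fell (4 adjusted over the list alone), with a median of -0.98 and -1.69 to -0.26 within slide pairs (camera, adjusted p = 0.00154, and adjusted p = 0.255 with an estimated correlation).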

Expression of *chia.1*, *chia.2* and *chia.3*, which belong to the GO term drug metabolism, normally drastically increases at 4 and 5 dpf, while chia.4 is more stably expressed. Chitinases are suggested to play a role in early embryo immunity and chitinase inhibition has been shown to cause development disruption in zebrafish, characterized by hampered trunk and tail formation (Semino and Allende, 2000).

In conclusion, inhibition of tfam expression during early zebrafish development leads to a decrease in mtDNA copy number, OXPHOS capacity, and mtDNA encoded transcripts and haem production, affecting the oxygen supply in the developing embryo. This triggers a compensation mechanism or stress response in the nucleoli at the level of rRNA and tRNA biogenesis and translation initiation, but this compensation mechanism falls short, as pathology emerges (Figure 3). The results of this study in zebrafish are comparable to other animal models, thereby validating our model, but they also take it a step further due to the clear advantages of the zebrafish model, being a high number of offspring, a rapid development and an optical clarity during development combined with easy genetic interventions. Being able to tune the mtDNA content, we can now manipulate the mtDNA bottleneck and study in sufficient numbers the effects on processes, like organogenesis, fertility and mtDNA mutation rate.

## Data Availability Statement

All microarray data is deposited in the GEO database, accession GSE146696.

## Ethics Statement

The animal study was reviewed and approved by the Committee of Animal Research of the University of Liège.

## Author Contributions

FT and HS designed and supervised the project. AO and RK designed, performed most of the experiments, and coordinated collaborations with PL, MG, HP-S, and MM. PL designed, assigned, and supplied the transcriptomic computational analysis. RK, FT, and HS determined PANTHER pathway gene-expression analysis on transcriptomic data. AO and RK performed the Tfam knockdown experiments as quantitative and qualitative analysis, imaging embryos, oxygen consumption rate measurements. MG assisted on the design and scientific input on the manuscript. HP-S and MM assisted on the design and scientific input in the manuscript and were coordinating the housing and injections of the zebrafish embryos. All authors contributed to the ideas to the project.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://bio-atlas.psu.edu

## References

[B1] AkaikeH. (1973). “Information theory and an extension of the maximum likelihood principle,” in *Proceedings of the Second International Symposium on Inference Theory*, eds PetrovB. N.CsàkiF. (Budapest: Akadémiai Kiadó), 267–281.

[B2] AmorimA.FernandesT.TaveiraN. (2019). Mitochondrial DNA in human identification: a review. *PeerJ.* 7:e7314. 10.7717/peerj.7314 31428537PMC6697116

[B3] ArtusoL.RomanoA.VerriT.DomenichiniA.ArgentonF.SantorelliF. M. (2012). Mitochondrial DNA metabolism in early development of zebrafish (*Danio rerio*). *Biochim. Biophys. Acta* 1817 1002–1011. 10.1016/j.bbabio.2012.03.019 22465854

[B4] BertrandJ. Y.KimA. D.VioletteE. P.StachuraD. L.CissonJ. L.TraverD. (2007). Definitive hematopoiesis initiates through a committed erythromyeloid progenitor in the zebrafish embryo. *Development* 134 4147–4156. 10.1242/dev.012385 17959717PMC2735398

[B5] BillB. R.PetzoldA. M.ClarkK. J.SchimmentiL. A.EkkerS. C. (2009). A primer for morpholino use in zebrafish. *Zebrafish* 6 69–77. 10.1089/zeb.2008.0555 19374550PMC2776066

[B6] BoczonadiV.MullerJ. S.PyleA.MunkleyJ.DorT.QuartararoJ. (2014). EXOSC8 mutations alter mRNA metabolism and cause hypomyelination with spinal muscular atrophy and cerebellar hypoplasia. *Nat. Commun.* 5:4287. 10.1038/ncomms5287 24989451PMC4102769

[B7] BrockerhoffS. E.RiekeF.MatthewsH. R.TaylorM. R.KennedyB.AnkoudinovaI. (2003). Light stimulates a transducin-independent increase of cytoplasmic Ca2+ and suppression of current in cones from the zebrafish mutant nof. *J. Neurosci.* 23 470–480. 10.1523/jneurosci.23-02-00470.2003 12533607PMC6741873

[B8] ChengK. C. (2004). A life-span atlas for the zebrafish. *Zebrafish* 1:69. 10.1089/zeb.2004.1.69 18248218

[B9] EbertK. M.LiemH.HechtN. B. (1988). Mitochondrial DNA in the mouse preimplantation embryo. *J. Reprod. Fertil.* 82 145–149. 10.1530/jrf.0.0820145 3339575

[B10] EkstrandM. I.FalkenbergM.RantanenA.ParkC. B.GaspariM.HultenbyK. (2004). Mitochondrial transcription factor A regulates mtDNA copy number in mammals. *Hum. Mol. Genet.* 13 935–944. 10.1093/hmg/ddh109 15016765

[B11] FakruddinM.WeiF. Y.SuzukiT.AsanoK.KaiedaT.OmoriA. (2018). Defective mitochondrial tRNA taurine modification activates global proteostress and leads to mitochondrial disease. *Cell Rep.* 22 482–496. 10.1016/j.celrep.2017.12.051 29320742

[B12] GlickmanN. S.YelonD. (2002). Cardiac development in zebrafish: coordination of form and function. *Semin. Cell. Dev. Biol.* 13 507–513. 10.1016/s1084952102001040 12468254

[B13] HaackT. B.KopajtichR.FreisingerP.WielandT.RorbachJ.NichollsT. J. (2013). ELAC2 mutations cause a mitochondrial RNA processing defect associated with hypertrophic cardiomyopathy. *Am. J. Hum. Genet.* 93 211–223. 10.1016/j.ajhg.2013.06.006 23849775PMC3738821

[B14] HanceN.EkstrandM. I.TrifunovicA. (2005). Mitochondrial DNA polymerase gamma is essential for mammalian embryogenesis. *Hum. Mol. Genet.* 14 1775–1783. 10.1093/hmg/ddi184 15888483

[B15] HoweK.ClarkM. D.TorrojaC. F.TorranceJ.BerthelotC.MuffatoM. (2013). The zebrafish reference genome sequence and its relationship to the human genome. *Nature* 496 498–503. 10.1038/nature12111 23594743PMC3703927

[B16] IhakaR. G. R. (1996). R: A language for data analysis and graphics. *J. Comput. Graph. Stat.* 5 299–314.

[B17] KimmelC. B.BallardW. W.KimmelS. R.UllmannB.SchillingT. F. (1995). Stages of embryonic development of the zebrafish. *Dev. Dyn.* 203 253–310. 10.1002/aja.1002030302 8589427

[B18] LarbuissonA.DalcqJ.MartialJ. A.MullerM. (2013). Fgf receptors Fgfr1a and Fgfr2 control the function of pharyngeal endoderm in late cranial cartilage development. *Differentiation* 86 192–206. 10.1016/j.diff.2013.07.006 24176552

[B19] LarssonN. G.WangJ.WilhelmssonH.OldforsA.RustinP.LewandoskiM. (1998). Mitochondrial transcription factor A is necessary for mtDNA maintenance and embryogenesis in mice. *Nat. Genet.* 18 231–236. 10.1038/ng0398-231 9500544

[B20] LindseyJ. (1999). *Models for Repeated Measurements*, 2nd Edn Oxford: Oxford University Press.

[B21] McGoughI. J.VincentJ. P. (2016). Exosomes in developmental signalling. *Development* 143 2482–2493. 10.1242/dev.126516 27436038

[B22] MetodievM. D.ThompsonK.AlstonC. L.MorrisA. A.HeL.AssoulineZ. (2016). Recessive mutations in TRMT10C cause defects in mitochondrial RNA processing and multiple respiratory chain deficiencies. *Am. J. Hum. Genet.* 99:246. 10.1016/j.ajhg.2016.06.013 27392079PMC5005466

[B23] MiH.HuangX.MuruganujanA.TangH.MillsC.KangD. (2017). PANTHER version 11: expanded annotation data from gene ontology and reactome pathways, and data analysis tool enhancements. *Nucleic Acids Res.* 45 D183–D189. 10.1093/nar/gkw1138 27899595PMC5210595

[B24] MurayamaE.KissaK.ZapataA.MordeletE.BriolatV.LinH. F. (2006). Tracing hematopoietic precursor migration to successive hematopoietic organs during zebrafish development. *Immunity* 25 963–975. 10.1016/j.immuni.2006.10.015 17157041

[B25] OttenA. B.SmeetsH. J. (2015). Evolutionary defined role of the mitochondrial DNA in fertility, disease and ageing. *Hum. Reprod. Update* 21 671–689. 10.1093/humupd/dmv024 25976758

[B26] OttenA. B. C.KampsR.LindseyP.GerardsM.Pendeville-SamainM.MullerM. (2019). Tfam knockdown results in reduction of mtDNA copy number, OXPHOS deficiency and abnormalities in Zebrafish embryos. *bioRxiv* [preprint]. 10.1101/843318PMC730333032596237

[B27] OttenA. B.TheunissenT. E.DerhaagJ. G.LambrichsE. H.BoestenI. B.WinandyM. (2016). Differences in strength and timing of the mtDNA bottleneck between zebrafish germline and non-germline cells. *Cell Rep.* 16 622–630. 10.1016/j.celrep.2016.06.023 27373161

[B28] ParisiM. A.XuB.ClaytonD. A. (1993). A human mitochondrial transcriptional activator can functionally replace a yeast mitochondrial HMG-box protein both *in vivo* and *in vitro*. *Mol. Cell. Biol.* 13 1951–1961. 10.1128/mcb.13.3.1951 8441424PMC359509

[B29] PauliA.MontagueT. G.LennoxK. A.BehlkeM. A.SchierA. F. (2015). Antisense oligonucleotide-mediated transcript knockdown in zebrafish. *PLoS One* 10:e0139504. 10.1371/journal.pone.0139504 26436892PMC4593562

[B30] PowellC. A.NichollsT. J.MinczukM. (2015). Nuclear-encoded factors involved in post-transcriptional processing and modification of mitochondrial tRNAs in human disease. *Front. Genet.* 6:79. 10.3389/fgene.2015.00079 25806043PMC4354410

[B31] RichardsonR.Tracey-WhiteD.WebsterA.MoosajeeM. (2017). The zebrafish eye-a paradigm for investigating human ocular genetics. *Eye* 31 68–86. 10.1038/eye.2016.198 27612182PMC5233929

[B32] SantosT. A.El ShourbagyS.St JohnJ. C. (2006). Mitochondrial content reflects oocyte variability and fertilization outcome. *Fertil. Steril.* 85 584–591. 10.1016/j.fertnstert.2005.09.017 16500323

[B33] SeminoC. E.AllendeM. L. (2000). Chitin oligosaccharides as candidate patterning agents in zebrafish embryogenesis. *Int. J. Dev. Biol.* 44 183–193.10794076

[B34] ShuttT. E.BestwickM.ShadelG. S. (2011). The core human mitochondrial transcription initiation complex: it only takes two to tango. *Transcription* 2 55–59. 10.4161/trns.2.2.14296 21468229PMC3062394

[B35] StackleyK. D.BeesonC. C.RahnJ. J.ChanS. S. (2011). Bioenergetic profiling of zebrafish embryonic development. *PLoS One* 6:e25652. 10.1371/journal.pone.0025652 21980518PMC3183059

[B36] ThomasP. D.CampbellM. J.KejariwalA.MiH.KarlakB.DavermanR. (2003). PANTHER: a library of protein families and subfamilies indexed by function. *Genome Res.* 13 2129–2141. 10.1101/gr.772403 12952881PMC403709

[B37] TorrentM.ChalanconG.de GrootN. S.WusterA.Madan BabuM. (2018). Cells alter their tRNA abundance to selectively regulate protein synthesis during stress conditions. *Sci. Signal.* 11:eaat6409. 10.1126/scisignal.aat6409 30181241PMC6130803

[B38] Ventura-ClapierR.GarnierA.VekslerV.JoubertF. (2011). Bioenergetics of the failing heart. *Biochim. Biophys. Acta.* 1813 1360–1372. 10.1016/j.bbamcr.2010.09.006 20869993

[B39] WagenerF. A.VolkH. D.WillisD.AbrahamN. G.SoaresM. P.AdemaG. J. (2003). Different faces of the heme-heme oxygenase system in inflammation. *Pharmacol. Rev.* 55 551–571. 10.1124/pr.55.3.5 12869663

[B40] WaiT.AoA.ZhangX.CyrD.DufortD.ShoubridgeE. A. (2010). The role of mitochondrial DNA copy number in mammalian fertility. *Biol. Reprod.* 83 52–62. 10.1095/biolreprod.109.080887 20130269PMC2888963

[B41] WanJ.YourshawM.MamsaH.Rudnik-SchonebornS.MenezesM. P.HongJ. E. (2012). Mutations in the RNA exosome component gene EXOSC3 cause pontocerebellar hypoplasia and spinal motor neuron degeneration. *Nat. Genet.* 44 704–708. 10.1038/ng.2254 22544365PMC3366034

[B42] YamamotoT.IwataH.GotoH.ShiratukiS.TanakaH.MonjiY. (2010). Effect of maternal age on the developmental competence and progression of nuclear maturation in bovine oocytes. *Mol. Reprod. Dev.* 77 595–604. 10.1002/mrd.21188 20575084

[B43] ZhangJ.HamzaI. (2018). Zebrafish as a model system to delineate the role of heme and iron metabolism during erythropoiesis. *Mol. Genet. Metab.* 128 204–212. 10.1016/j.ymgme.2018.12.007 30626549PMC6591114

[B44] ZhangX. Y.RodawayA. R. (2007). SCL-GFP transgenic zebrafish: *in vivo* imaging of blood and endothelial development and identification of the initial site of definitive hematopoiesis. *Dev. Biol.* 307 179–194. 10.1016/j.ydbio.2007.04.002 17559829

# Supplementary material for: Tfam Knockdown Results in Reduction of mtDNA Copy Number, OXPHOS Deficiency and Abnormalities in Zebrafish Embryos
**Source:** Front Cell Dev Biol. 2020 Jun 12;8:381. doi: 10.3389/fcell.2020.00381
**Supplement:** Supplementary file 1

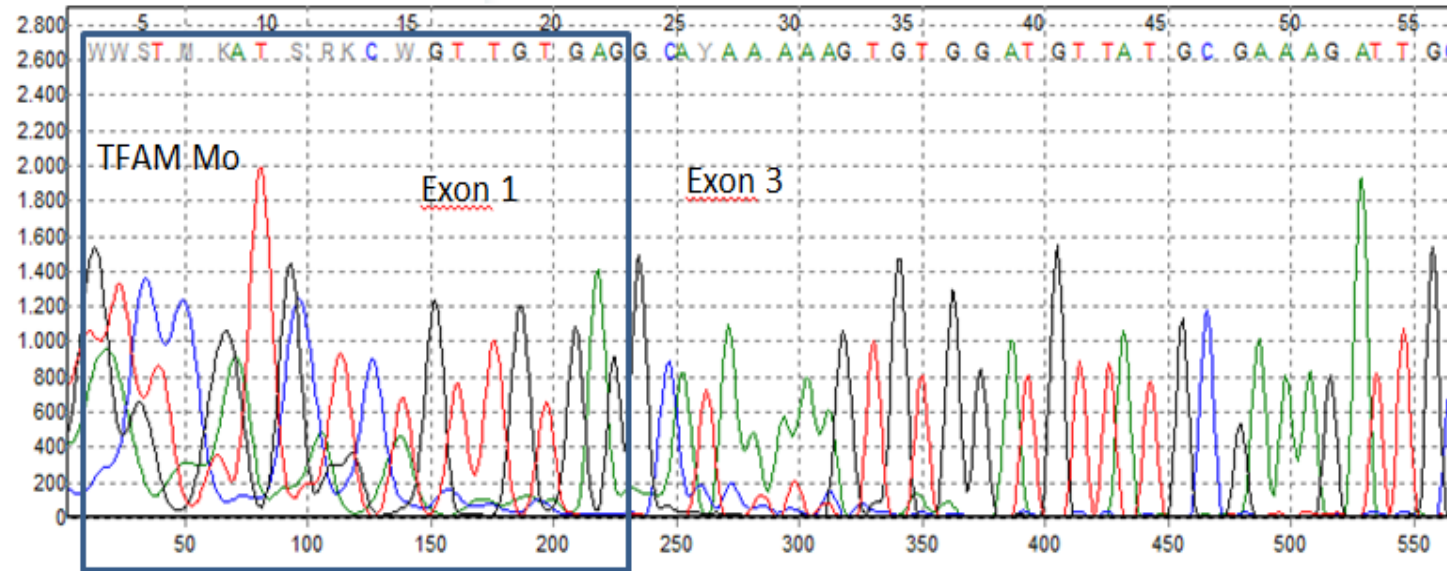

**Supplementary Figure S1.** Sanger sequencing of TFAM after PCR amplification of DNA isolated from *Tfam* splice- MO-treated zebrafish (n= 6 per injected condition from gene expression analysis samples) showed deletion of exon 2 c.84\_211del, which predicts a frameshift and premature stopcodon on protein level (p.(Cys29Hisfs\*36)).

# Supplementary material for: Tfam Knockdown Results in Reduction of mtDNA Copy Number, OXPHOS Deficiency and Abnormalities in Zebrafish Embryos
**Source:** Front Cell Dev Biol. 2020 Jun 12;8:381. doi: 10.3389/fcell.2020.00381
**Supplement:** Supplementary file 2

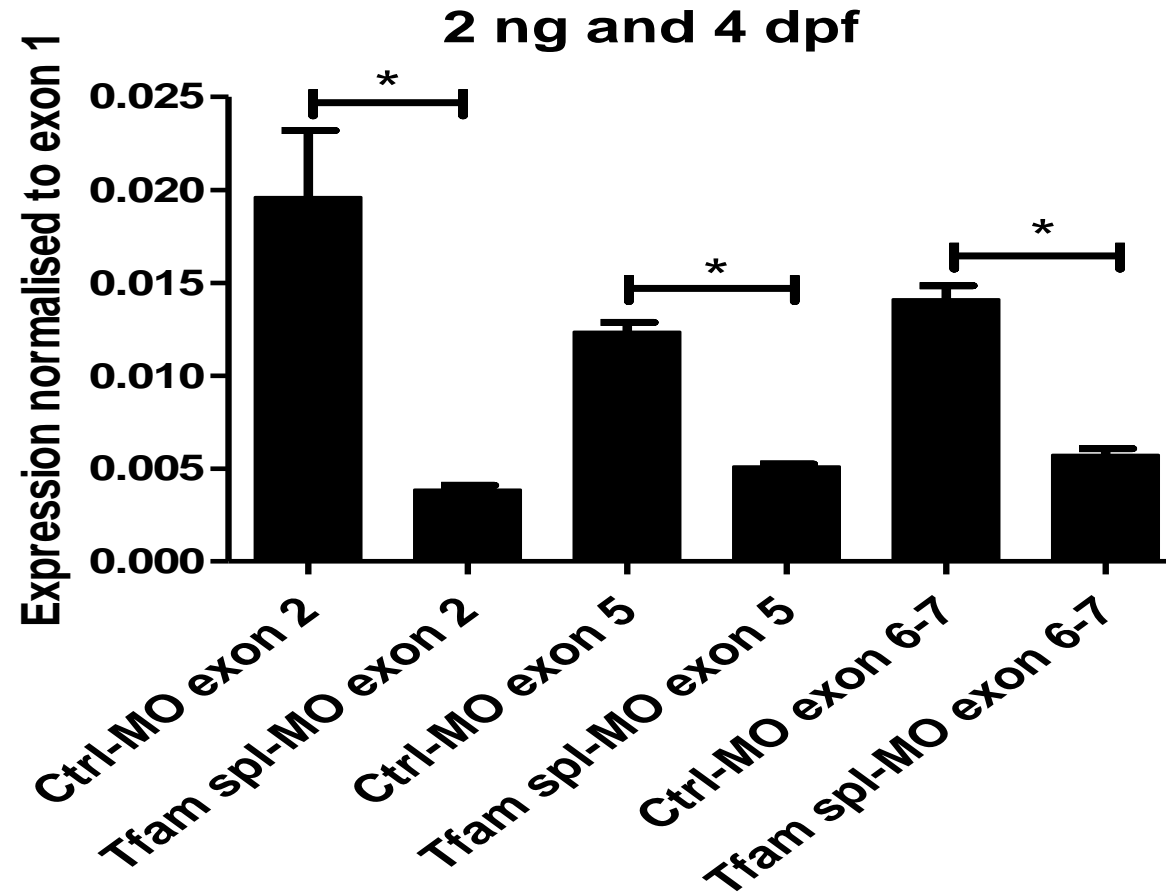

Supplementary Figure S2. Q-PCR analysis of tfam expression. Q-PCR analysis of expression of tfam exon 2,5 and 6-7 at day 4 in zebrafish injected with 2 ng tfam splice-MO compared to the Ctrl-MO (n= 6 per injected condition from gene expression analysis samples). Analysis of tfam exon 5 and exon 6-7 showed respectively 41% and 40% expression in tfam splice-MO injected embryos at day 4. This indicates that ~60% of tfam RNA is subjected to nonsense-mediated decay and that only half of the residual 40% tfam RNA is exon 2 containing wild-type RNA. Bars indicate mean values with SEM. P-values are calculated using ANOVA, * p-value < 0.05.

# Supplementary material for: Tfam Knockdown Results in Reduction of mtDNA Copy Number, OXPHOS Deficiency and Abnormalities in Zebrafish Embryos
**Source:** Front Cell Dev Biol. 2020 Jun 12;8:381. doi: 10.3389/fcell.2020.00381
**Supplement:** Supplementary file 3

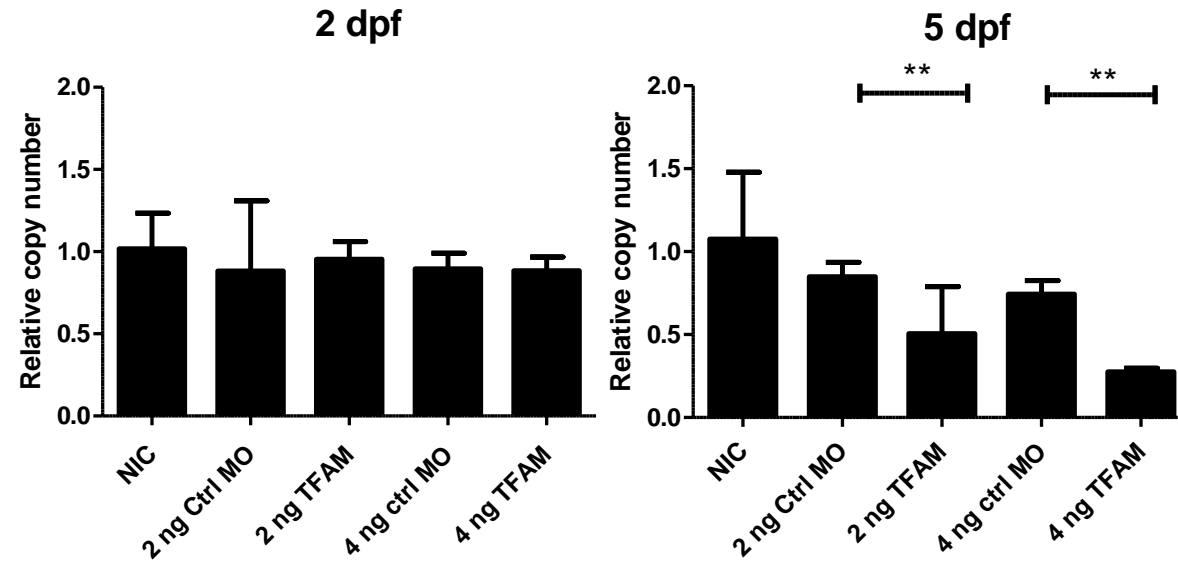

Supplementary Figure S3. mtDNA effect of *Tfam* knockdown on the mitochondrial DNA copy number. The relative mitochondrial DNA copy number has been assessed by mitochondrial ND1 / nuclear B2M ratio at 2 dpf and 5 dpf in non-injected control (NIC, n= 8 per time point) embryos, 2 or 4ng control-morpholino-injected (ctrl-MO) embryos and 2 or 4ng *Tfam* splice-block morpholino injected embryos (n= 20 per injected condition). Data are normalized to the NIC embryos. Bars indicate mean values with SD. *P*-values are calculated using *Bonferroni's Multiple Comparison Test*. * *P*-value < 0.05, ** *P*-value < 0.01.

# Supplementary material for: Tfam Knockdown Results in Reduction of mtDNA Copy Number, OXPHOS Deficiency and Abnormalities in Zebrafish Embryos
**Source:** Front Cell Dev Biol. 2020 Jun 12;8:381. doi: 10.3389/fcell.2020.00381
**Supplement:** Supplementary file 4

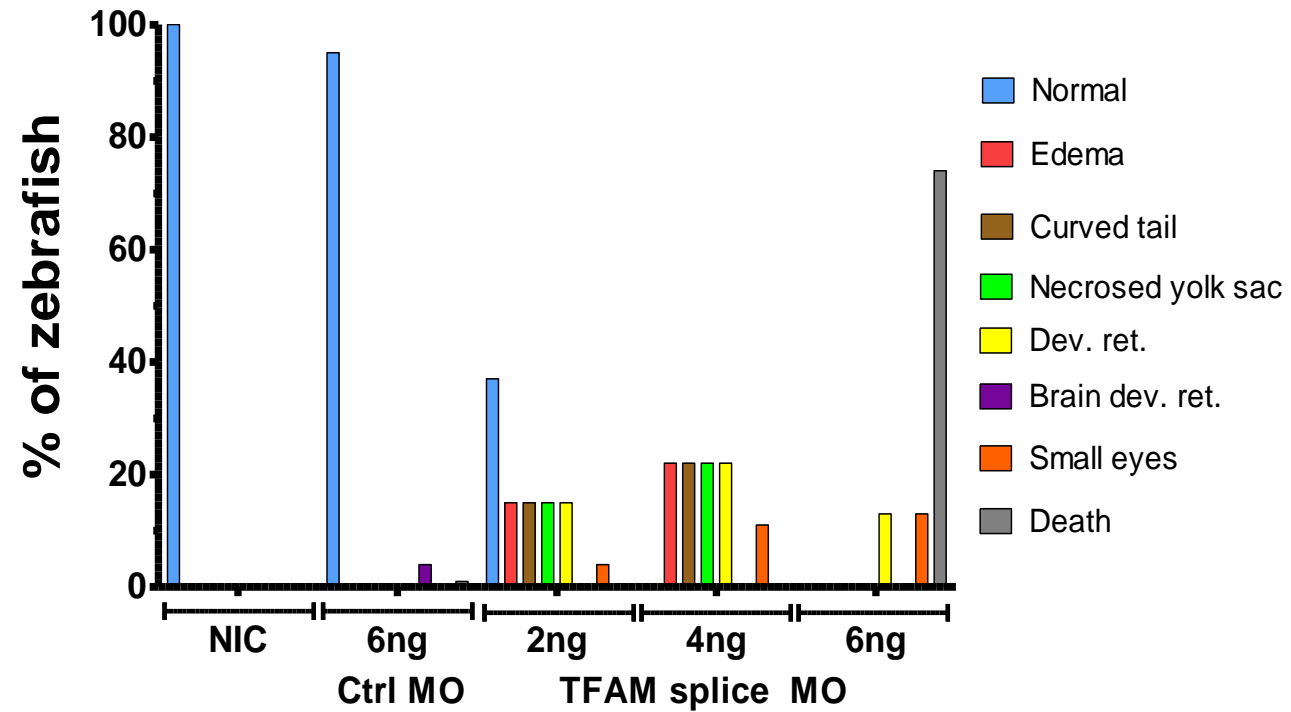

**Supplementary Figure S4.** The macroscopic phenotype (n= 100 per condition) included overall oedema, curved tails, necrotized yolk sacs and small eyes. Fish injected with 4 ng *tfam* splice-MO were more severely affected, as they had a higher count for oedema, curved tails, necrosed yolk sac, curved tails, necrosed yolk sac, small eyes, and developmental delay. The percentage of dead embryos was < 1% for both concentrations of *tfam* MO-injections at 4 dpf.

How the deposited data were processed for this re-analysis (not part of the article)

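RNA of 33 single whole zebrafish embryos at 4 dpf was measured on 48 Agilent zebrafish arrays with 2 dyes: 12 embryos injected with tfam splice-MO, 12 with Ctrl-MO and 9 not injected. Each of 12 Ctrl-MO embryos was paired with 1 tfam splice-MO embryo and with 1 non-injected embryo, and every pair was hybridised on 2 arrays with the dyes exchanged. Among the non-injected embryos, 1 served in 3 pairs and 1 in 2 pairs. The 12 pairs of a comparison lay on 6 slide pairs with 2 pairs each, and the 2 pairs of 1 slide pair were scanned in an earlier session.

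The deposited scanner files hold intensities that the authors extracted with the scanner maker's Feature Extraction software: mean signals and median local backgrounds of each spot and dye, neither normalized nor on a log scale. The same deposited files hold processed signals, intensities from which that software had subtracted background with spatial detrending and which it had normalized between dyes, and these were used in 1 alternative alone. The authors' deposited table gives 1 fold per Ensembl gene with lower and upper limits, a ratio that the authors made with a regression model chosen by AIC for each gene, and a fold of 1 stands where the model without treatment was kept. Labelling used 200 ng of total RNA. The table was read for its pairing of probes with genes, and its folds were set beside the ratios computed here.

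Of 45,220 spots per array, 1,417 control spots were left out, which left 43,603 different probes, 50 of them printed as several spots. The authors' table paired 36,156 spots with 19,459 Ensembl genes, of which 18,500 had a symbol in the table of gene names held. Of the 7,647 other spots, 753 matched a RefSeq accession and added 342 genes, so that 19,801 genes had a probe. A gene with several probes (10,339 genes) was represented by the probe with the highest mean intensity over the 48 arrays. No spot was marked as saturated, and 0.338% of spots carried the software's mark of an uneven or outlying spot and were left out.

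Mean signals were corrected for the median local background with normexp (offset 50) and normalized within each array by loess, with limma 3.58.1 in R 4.3.3 (statmod 1.5.0, data.table 1.17.8, jsonlite 2.0.0). The 2 log2 ratios of a pair were averaged with the sign of the dye exchange. A gene was tested where its group means of signal over background were above 2 in both groups or at least 3 in either. The median signal over background of a channel was 4.49 in tfam splice-MO, 3.76 in Ctrl-MO and 3.26 in non-injected embryos, and 1.16 to 2.95 in the 16 channels of the earlier scan session, where 54.9% of the probes of a channel were well above background against 80.8% in the median channel outside the 3 bright arrays. The bright arrays had channel medians of 18.5 to 190. Precision was taken from the spread between pairs and is given as a standard error beside each log2 ratio.

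The tfam splice-MO embryos were compared with Ctrl-MO embryos over 12 pairs, by linear models with moderated t-tests in limma and adjustment by Benjamini and Hochberg at 0.05. Ctrl-MO and non-injected embryos were compared over 9 units, after pairs that share a non-injected embryo had been averaged, and tfam splice-MO and non-injected embryos through the Ctrl-MO embryo of the same unit. The study's folds, at least 1.50 or at most 0.67, were applied in addition where stated. Gene lists were tested against the other genes with camera, with a preset correlation between genes of 0.01 and with an estimated one, and lists of 1 gene were not tested. Terms of Tables 1 and 2 were tested by a one-sided Fisher's exact test on their members in the study's supplementary tables. Of 36 terms 21 were tested and 15 left out, 13 without members in the shortened copy held and visual perception with some of them. The last was outer mitochondrial membrane organization, whose 1 gene, measured according to the paper, was not matched to a gene with a probe here. Relations between 2 values over pairs were tested with 100,000 permutations.

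Genes are named by a rule: tfam; each gene that the paper names for its array data, in its text, in Fig. 3 or in its supplementary tables; the 10 highest and 10 lowest genes past the threshold with the same sign in all 12 pairs, and the 5 highest and 5 lowest of Ctrl-MO against non-injected embryos with the same sign in all 9 units, without genes whose symbol is a clone name; and up to 2 highest and 2 lowest genes past the threshold in each list and term reported. Values in the paper's tables count as seen. The lists, the rule, the comparisons and the first set of alternatives were fixed before the data were examined.

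Pairing was looked at by the correlation across genes between the 2 embryos of a pair, each as its deviation from the mean of its group in separate channels. It ranged from 0.04 to 0.87 over 12 pairs, with a median of 0.36, and was above 0.1 in 9. The 2 embryos share their arrays, so effects of the array and spot enter both. This correlation therefore cannot show that the embryos of a pair are themselves alike. The alternatives set first were no background correction, the software's processed signals, median centring in place of loess, no filter, a filter on signals well above background, the mean of all probes of a gene, the slide pair as a block, leaving out the earlier scan session, arrays with tfam splice-MO in Cy3 or in Cy5 alone, embryos unpaired (no replicate block, separate channels scaled with Aquantile), the model choice of the methods, non-injected embryos as a random block, an adjusted p under 0.01, calls with and without the folds, and an estimated correlation in camera. With embryos unpaired, the value of an embryo was the mean over all its channels. A Ctrl-MO embryo thus also drew on its arrays with a non-injected embryo. Added after seeing the data were leaving out pair G, leaving out the 3 bright arrays, a filter on median signal over background, the model choice of the methods without the bright arrays or with a term for the array, and exact sign flips for the lists. The model choice of the methods was rebuilt on log2 mean signals of separate channels, with terms for slide, dye, background and injection and a random effect of the embryo, with and without treatment, and a gene was called where the model with treatment had the lower AIC.

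The tests were tried on simulated data with 200 changed genes. Over 19,801 genes the test on pairs found 77% of changes of 0.5 and 94% of changes of 1.0 on the log2 scale in tfam splice-MO against Ctrl-MO, with 11 false calls, and with unpaired embryos 64% and 92%, with 12. For Ctrl-MO against non-injected embryos it found 91% and 96%, and for tfam splice-MO against non-injected embryos 76% and 96%, each with 13 false calls. The model choice of the methods found 100% of both, with 1,052 false calls over 5,000 genes. Its simulated data were of another kind, with the same set spread for every gene and no array effect. The tests on pairs and on unpaired embryos used the spread of each real gene. The shares found and the false calls of the model choice are therefore not comparable with those of these tests. Camera found the 1 shifted list and called 1 of 39 unshifted ones. The simulated genes varied independently, so this does not show how often camera calls lists whose genes vary together. With the signs of the real pairs turned, it called up to 31 lists. Left out were spots without a gene in either table, the terms with incomplete members, and folds for cyp2k18, cyp2k6, opn1mw3, opn1mw4 and opn1lw1, which were dim in both groups.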

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

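The tests of the uncentred ratio, of pair G and of p53 targets, and the model fits without the bright arrays or with an array term, were chosen only after the result was seen.

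Injection of Ctrl-MO alone changed 3,461 genes against non-injected embryos, a comparison for which the paper gives no list of genes. Another finding outside what the paper discusses is that 10 of 17 p53 targets rose in the tfam splice-MO embryos. Of 342 genes that are on the array but not in the authors' table, 93 passed the threshold in the same comparison, 58 higher and 35 lower.

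In 3 of 51 groups of 9 units of Ctrl-MO over non-injected embryos, 1 unit lay far from the others: at -0.0760 for ela2, at -0.12 for the median of the RNA exosome list and at 0.31 for the median of the slow muscle list. Chance gives about 1 in 20 groups such a unit, which is close to this number.

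The study's counts and the deposited table hold more raised than lowered transcripts. In the model choice that the methods describe, the median log2 treatment effect was 0.29 over all genes. It was 0.0646 without the 3 very bright arrays and 0.09 with a term for the array in place of the slide, so these arrays carry most of this median effect in that model. An excess in the counts remains there, with 68.6% of the called genes and 57.7% of those at the folds higher without the bright arrays, against 85.6% and 77.5% with them, and 74.6% and 59.3% with the array term. More RNA of most transcripts in the tfam splice-MO embryos, lost by centring within arrays, stays open. The median uncentred ratio was 0.11 with a standard error of 0.12 and was above 0 in 7 of 12 pairs. It cannot decide this, since the same amount of RNA was labelled for each embryo.

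Pair G stands apart from the other pairs of tfam splice-MO and Ctrl-MO embryos, with a median of 2.44 for pancreas enzymes against -3.84 to -0.86, of 1.39 for liver proteins against -2.31 to -0.08 and of 1.77 for intestinal genes against -1.67 to -0.20. Exchanged labels of its 2 embryos would give a correlation with the mean of the other pairs below -0.3, since single pairs reach 0.64 to 0.77, and the value was -0.14, with ribosome biogenesis at 0.37 and heavy-strand mtDNA transcripts at -0.32 in the direction of the others. Its very bright array does not account for it either, since its other array had a correlation of -0.13. The Ctrl-MO embryo of this pair had low digestive transcripts against its non-injected partner, at -2.07 for pancreas enzymes (others -3.49 to 0.38) and -1.55 for intestinal genes (others -1.44 to -0.07). The design gives no biological explanation for 1 pair, and none was tested.

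The p53 targets had a median of 0.25 in the tfam splice-MO embryos, above 0 in 12 of 12 pairs. An injection effect of equal size in both groups cancels in this ratio, since both were injected with 2 ng of morpholino. A larger response to injection in the tfam splice-MO embryos cannot be told apart as a part of it. The median in Ctrl-MO over non-injected embryos was 0.0867, with 5 members higher and 2 lower (camera, adjusted p = 0.122). This lies below 50% of the first median, which is 0.123. With medians taken per pair, 50% of the first exceeded the second by 0.06 on average, with a standard error of 0.03. That standard error treats the 12 pairs as independent, although some share a non-injected embryo. Binding of the tfam splice-MO to other transcripts is equally open for these 10 members, since the arrays hold no second tfam morpholino and no rescued embryos. A response to lower tfam is a further explanation that the design does not separate from these.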

How the results depend on the processing

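The settings without pair G, without the 3 bright arrays, with a filter on median signal over background, and the 2 variants of the methods' model were chosen only after the result was seen.

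With all alternatives pooled, most results kept their direction and their side of the threshold. Of 1,950 values of 140 named genes under the alternatives, 1,826 stayed on the same side, 98 lost the call and 20 gained it. A further 6 turned direction with no call in the main setting or the alternative, and 0 turned direction with a call in either. All 80 values of the 10 genes named in Ctrl-MO against non-injected embryos stayed. Of 600 values of 40 gene lists, 524 stayed, 45 lost the call and 10 gained it. A further 20 turned direction with no call in the main setting or the alternative. The list of peroxide and glutathione metabolism, called in the main setting, turned direction with median centring, to 0.0175 (camera, adjusted p = 0.485). The cause was not tested. The correlation of the tfam effect with the injection effect lay between 0.18 and 0.25 under the alternatives, against 0.22, and the number of GO terms between 12 and 15, against 13. With the slide pair as a block no list call was lost or gained. Some settings could change few calls, so the pooled counts overstate how stable the results are. The settings on filters refit the same ratios, and with no filter all 140 named genes stayed. The most calls of named genes were lost with median centring, 33 of 140, then with embryos unpaired, 24, and in Cy5, 18. Many named genes were also chosen for their ratios in the main setting.

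With median centring 2,329 genes passed in tfam splice-MO against Ctrl-MO, 1,207 in Ctrl-MO against non-injected and 3,589 in tfam splice-MO against non-injected embryos, 2 mtDNA-encoded transcripts passed, and tfam did not, at -0.18 (adjusted p = 0.318). With embryos unpaired (no replicate block) 2,461 genes and 5 mtDNA-encoded transcripts passed, and tfam did not, at -0.10 (adjusted p = 0.819). In the arrays with tfam splice-MO in Cy5 3,173 genes passed and tfam did not, at -0.18 (adjusted p = 0.183); over its alternatives the adjusted p of tfam lay between 0.00222 and 0.819. For these 3 settings the cause was not tested. An adjusted p under 0.01 left 2,200 genes, and folds of at least 1.50 or at most 0.67 left 874, as stricter thresholds do.

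At the folds 1,655 genes passed with no background correction, 3,190 with the software's processed signals and 576 with the mean of all probes. The main setting adds an offset of 50 to each corrected signal, which makes the ratios of dim spots smaller and can leave fewer genes at the folds. The offset was not changed alone, so its share in these differences was not tested, nor was any other cause. The methods' model called 10,878 genes and 2,991 at the folds, 11,077 and 2,319 without the 3 bright arrays, and 11,796 and 2,059 with an array term. It calls a gene by AIC with no adjustment for the number of genes. On simulated data it made 1,052 false calls over 5,000 genes. Those data had the same set spread for every gene and no array effect, so they do not give its number of false calls on these arrays. With an estimated correlation 0 gene lists passed in camera, with 8 at an unadjusted p under 0.05 and 23 of 41 past the threshold by exact sign flips, and this setting allows for genes that vary together.

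Signal over background limits the dim arrays of the earlier scan session, where 38.7% to 66.9% of the probes of a channel were well above background, and without that session 4,362 genes passed.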

Differences from the paper's values

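The settings without pair G were chosen only after the result was seen; all other settings named here were set before the data were examined.

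A value counts here as different where it and the paper's lie more than 1.5 times apart and differ by more than the replicate SD or the paper's error, where there is one. Alternatives said to lie within this range can be unequal to the paper's value.

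At the paper's folds and an adjusted p under 0.05, 874 transcripts changed, against the paper's 3,158. The offset of 50 in the main setting makes ratios of dim spots smaller, and its share in this difference was not tested. Of 12 alternatives, the software's processed signals (3,190) and the methods' model choice (2,991) lie within 1.5 times of the paper's total, and the other 10 do not. Of these transcripts 270 were higher, against the paper's 2,063, and of the alternatives the methods' model choice (2,319) alone lies within 1.5 times. A further 604 were lower, against the paper's 1,145, where no background correction (1,167) and the arrays with tfam splice-MO in Cy3 (813) lie within 1.5 times and 10 alternatives do not. The share of higher transcripts was 30.9%, against the paper's 64.3%, where median centring (53.9%) and the methods' model choice (77.5%) lie within 1.5 times, on either side, and 10 alternatives do not. The paper's 2 counts by direction do not add up to its total.

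The array probe of tfam was lower by 15.8%, against the paper's 59% (SD 2) for exon 5 and 60% (SD 5) for exons 6 to 7, which were measured by qPCR, another assay. All 11 alternatives differ from both, at 6.74% to 30.8%. For the skipped exon 2 the paper's qPCR gave a still larger decrease. By the paper's supplement, the qPCR embryos came from the gene expression samples. The cause of the difference was not tested.

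Changed genes of the paper's terms were counted at its folds, with 12 alternatives each. For RNA processing there were 32 against the paper's 106, for ncRNA metabolic process 34 against the paper's 88, and for ncRNA processing 25 against the paper's 72, and the software's processed signals alone lie within 1.5 times (97, 85 and 69). For tRNA metabolic process there were 16 against the paper's 44, for RNA modification 3 against the paper's 32, and for tRNA processing 4 against the paper's 27. There the processed signals (42, 33 and 25) and calls without a fold (63, 47 and 39) lie within 1.5 times and the other 10 alternatives do not. For ribonucleoprotein complex biogenesis there were 32 against the paper's 69, for ribosome biogenesis 29 against the paper's 60, and for rRNA processing 20 against the paper's 43. No background correction (50, 44 and 30), the processed signals (75, 61 and 41) and median centring (57, 49 and 34) lie within 1.5 times, as do, for the first 2 of these, the fit without the earlier scan session (46 and 41) and, for the first, the arrays in Cy3 (49), and the others do not. For drug catabolic process there were 16 against the paper's 33, where no background correction (24), the processed signals (39) and calls without a fold (31) lie within 1.5 times and 9 alternatives do not.

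For the 6 terms of mitochondria tested, of 19 in the paper's Table 2, none of the genes passed at the folds in limma. Mitochondrion organization had 0 against the paper's 15 (within 1.5 times with the processed signals, 10), inner mitochondrial membrane organization 0 against the paper's 2 (2 with the arrays in Cy5), mitochondrial transcription 0 against the paper's 2 (2 with calls without a fold) and mitochondrial translation 0 against the paper's 8 (within 1.5 times with calls without a fold, 10). In each of these 4 the other 11 alternatives differ. Protein targeting to mitochondrion and protein localization to mitochondrion each had 0 against the paper's 1, where the processed signals, the arrays in Cy3, the arrays in Cy5 and unpaired embryos gave 1 and 8 alternatives differ.

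The paper states that mto1 and elac2 were raised. Here mto1 was at 0.27 (standard error 0.10, adjusted p = 0.0642); it passed with no background correction (adjusted p = 0.0265), the processed signals (adjusted p = 0.00517), the slide pair as a block (adjusted p = 0.0424) and the arrays in Cy3 (adjusted p = 0.0197), and without pair G (adjusted p = 0.0241), a setting chosen after seeing the values. The gene elac2 was at 0.23 (standard error 0.16, adjusted p = 0.342) and passed with the mean of all probes (adjusted p = 0.00261), while trmt10c rose here as in the paper, at 0.37.

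The paper states that several acidic chitinases were lowered. Of 5 measured, chia.2 passed here, at -2.66, and chia.1 (adjusted p = 0.0872), chia.3 (adjusted p = 0.075) and chia.4 (adjusted p = 0.0581) did not, although each was lower. The gene chia.1 passed with no background correction (adjusted p = 0.00568), the processed signals (adjusted p = 0.00164) and unpaired embryos (adjusted p = 0.0267), and chia.3 with no background correction (adjusted p = 0.0059), the processed signals (adjusted p = 0.0034) and the arrays in Cy3 (adjusted p = 0.023). The gene chia.4 passed with no background correction (adjusted p = 0.00431), the processed signals (adjusted p = 0.00836) and the mean of all probes (adjusted p = 0.0452). All 3 passed without pair G, a setting chosen after seeing the values.

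The paper names embryonic haemoglobin among the lowered genes. Of 13 haemoglobin chains measured here, 4 fell, among them hbae1.2, hbbe2 and hbae5, while hbbe3 rose, at 1.70, and hbaa2, lowered in the paper's table, did not pass under any setting run (adjusted p = 0.207).

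The paper states that mt-nd6 was unaltered; it did not pass here either, except without pair G, at -0.32 (adjusted p = 0.024), a setting chosen after seeing the values.

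The paper reports no significant changes in pathways of heart, muscle or brain development, which were not tested here as such; of lists of tissue markers, those of fast skeletal muscle, neurons and synapses, cerebellar neurons, and glia and myelin were shifted down in camera with the preset correlation, and did not pass with an estimated one (adjusted p from 0.263 to 0.424), and those of cardiac and slow muscle did not pass.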

Other observations

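The exact sign flips of the lists and the relation of cone transcripts to p53 targets were chosen only after the result was seen.

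Most exocrine pancreas enzymes fell in the tfam splice-MO embryos, as did some genes of the liver and intestine. Of 19 exocrine pancreas enzymes, 13 fell (14 adjusted over the list alone), with a median log2 ratio of -1.72 and -3.09 to -0.17 within slide pairs (camera, adjusted p = 1.84e-07, and adjusted p = 0.263 with an estimated correlation). The trypsin genes prss59.2 and prss59.1 were at -4.00 (standard error 0.66, adjusted p = 0.00141) and -3.33 (standard error 0.66, adjusted p = 0.00376). Of 21 liver secretory proteins, 10 fell and 1 rose (the same adjusted over the list alone), with a median of -0.71 and -1.62 to 0.02 within slide pairs (camera, adjusted p = 5.18e-05, and adjusted p = 0.424 with an estimated correlation). Transferrin, tfa, was at -2.45 (standard error 0.47, adjusted p = 0.00317), and the fibrinogen gene fgb rose, at 0.92 (standard error 0.19, adjusted p = 0.00437). Of 15 genes of the intestinal epithelium, 6 fell (6 adjusted over the list alone), with a median of -0.40 and -1.31 to 0.18 within slide pairs (camera, adjusted p = 0.000641, and adjusted p = 0.424 with an estimated correlation), among them vil1 at -2.56 (standard error 0.46, adjusted p = 0.00235) and fabp2 at -2.12 (standard error 0.44, adjusted p = 0.00516). In pair G the medians of these 3 lists were above 0, and without it 10 of the 15 intestinal genes were lower.

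Some lens crystallins and some genes of cell proliferation rose. Of 51 lens crystallins, 17 rose (21 adjusted over the list alone), with a median of 0.31 and 0.05 to 1.02 within slide pairs (camera, adjusted p = 6.71e-05, and adjusted p = 0.449 with an estimated correlation), among them crygmxl2 at 1.49 (standard error 0.39, adjusted p = 0.0154) and crygm2d18 at 1.28 (standard error 0.28, adjusted p = 0.00674). Of 33 genes of cell proliferation, 13 rose (13 adjusted over the list alone), with a median of 0.17 and 0.06 to 0.27 within slide pairs (camera, adjusted p = 9.03e-06, and adjusted p = 0.22 with an estimated correlation), among them fen1 at 0.56 (standard error 0.05, adjusted p = 0.00011) and aurka at 0.41 (standard error 0.09, adjusted p = 0.0057); aurka did not pass with embryos unpaired (adjusted p = 0.16).

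Most glycolysis genes fell, and the median of the list was below 0 in 12 of 12 pairs. Of 32 such genes, 20 fell (21 adjusted over the list alone), with a median of -0.42 and -0.68 to -0.18 within slide pairs (camera, adjusted p = 6.98e-10, and adjusted p = 0.158 with an estimated correlation), among them ldhbb at -1.03 (standard error 0.12, adjusted p = 0.000291) and aldocb at -0.96 (standard error 0.13, adjusted p = 0.000616). Of 21 targets of hypoxia-inducible factor, 3 rose and 4 fell (the same adjusted over the list alone), with a median of -0.00329 and -0.05 to 0.05 within slide pairs (camera, adjusted p = 0.947), among them vegfaa at 0.51 (standard error 0.08, adjusted p = 0.000978) and igfbp1b at -1.02 (standard error 0.25, adjusted p = 0.0112).

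Stress responses moved in part. Of 17 p53 targets, 10 rose (11 adjusted over the list alone), from 0.14 to 0.54 within slide pairs (camera, adjusted p = 2.42e-05, and adjusted p = 0.22 with an estimated correlation). Of 26 genes of the integrated stress response, 10 rose and 3 fell (the same adjusted over the list alone), with a median of 0.03 and -0.04 to 0.19 within slide pairs (camera, adjusted p = 0.175); atf4a was at 1.00 (standard error 0.22, adjusted p = 0.00622) and pck2 at -0.99 (standard error 0.21, adjusted p = 0.00503). Of 17 mitochondrial chaperones and proteases, 6 rose (6 adjusted over the list alone), with a median of 0.13 and 0.03 to 0.20 within slide pairs (camera, adjusted p = 0.0898), among them htra2-3 at 0.55 (standard error 0.15, adjusted p = 0.017), which did not pass with median centring (adjusted p = 0.0729) or embryos unpaired (adjusted p = 0.152). With median centring the list of integrated stress response (adjusted p = 0.0294) and the list of mitochondrial chaperones and proteases (adjusted p = 0.0467) passed. Of 19 interferon-stimulated genes, 2 rose (2 adjusted over the list alone), isg15 at 1.01 (standard error 0.24, adjusted p = 0.00965) and irf7 at 0.77 (standard error 0.21, adjusted p = 0.0201), with a median of 0.02 and -0.01 to 0.07 within slide pairs (camera, adjusted p = 0.46). The metallothionein gene mt2, raised by injection, was at -1.89 (standard error 0.31, adjusted p = 0.00132) in the tfam splice-MO embryos.

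For 3 hypothesised relations over the 12 pairs, Pearson's r was tested by permutation and adjusted over the 3. The p53 targets were highest in the pairs whose cone transcripts were lowest, with r = -0.76 (p = 0.00191, adjusted p = 0.00573), -0.73 in the 10 pairs of the later scan session, -0.73 without pair G and -0.55 without the 2 pairs farthest out, and Spearman's rho was -0.65 (p = 0.0255, adjusted p = 0.0765), which does not pass. A relation of heavy-strand mtDNA transcripts to cone transcripts was not found, with r = 0.53 (p = 0.0749, adjusted p = 0.112), 0.45 in the later session, 0.46 without pair G and 0.42 without the 2 pairs farthest out, and rho = 0.48 (p = 0.12). A relation of heavy-strand transcripts to tfam was not found, with r = -0.17 (p = 0.6, adjusted p = 0.6), -0.32 in the later session, -0.25 without pair G and 0.64 without the 2 pairs farthest out, and rho = 0.12 (p = 0.719).

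The signs of the pairs were turned in 100 splits per comparison, the real one included. Chance can be excluded for the 5,031 genes of tfam splice-MO against Ctrl-MO, where the highest of the other splits had 1 gene, for the 874 at the folds, with 0, for the 3,461 of Ctrl-MO against non-injected embryos, with 14, and for the 6,929 of tfam splice-MO against non-injected embryos, with 1. Chance cannot be excluded for the number of gene lists, 27 in the real split and 31 in the highest other, and 5 of 100 splits had as many. By exact sign flips of the medians of single pairs, 23 of 41 lists passed, among them 21 of the 27 that camera called, with a smallest p of 0.000488. The 6 others were the lists of lens crystallins, intestinal epithelium, peroxide and glutathione metabolism, cytosolic ribosomal proteins, cytochrome P450 family 2 and acidic chitinases (adjusted p from 0.0777 to 0.467).

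The comparison of tfam splice-MO with Ctrl-MO embryos and that of Ctrl-MO with non-injected embryos share the Ctrl-MO embryos. Over 17,141 genes their log2 ratios had a correlation of 0.22, while 100 simulations with the shared embryos and no true change gave -0.35 on average (-0.64 to -0.09), and with 6 Ctrl-MO embryos taken for one comparison and the 6 others for the other the median was 0.24 (0.11 to 0.37). The covariance was 0.0167, against -0.00306 in the simulations and 0.0200 with separate embryos. In both comparisons 428 genes were higher (276 if independent) and 427 lower (230 if independent), 159 were higher in tfam splice-MO than in Ctrl-MO and lower in Ctrl-MO than in non-injected embryos, and 251 the opposite.

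The deposited table holds 8,324 folds above 1, 3,005 below 1 and 8,130 of 1, with 2,372 at or above 1.50 and 1,265 at or below 0.67, and the median log2 fold of those not at 1 was 0.40. Its log2 folds had a correlation of 0.83 with the log2 ratios here and of 0.91 with the rebuilt model of the methods, over 11,329 genes, and 92.3% had the same direction as the ratios here. Of 264 genes of the table called higher here at the folds, 197 had a deposited fold of at least 1.50, and of 598 called lower 495 had one of at most 0.67.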
